# G-quadruplex binders as cytostatic modulators of innate immune genes in cancer cells

**DOI:** 10.1093/nar/gkab500

**Published:** 2021-06-17

**Authors:** Giulia Miglietta, Marco Russo, Renée C Duardo, Giovanni Capranico

## Abstract

G-quadruplexes (G4s) are non-canonical nucleic acid structures involved in fundamental biological processes. As G4s are promising anticancer targets, in past decades the search for effective anticancer G4 binders aimed at the discovery of more cytotoxic ligands interfering with specific G4 structures at oncogenes or telomeres. Here, we have instead observed a significant activation of innate immune genes by two unrelated ligands at non-cytotoxic concentrations. The studied G4 binders (pyridostatin and PhenDC3) can induce an increase of micronuclei triggering the activation of the cytoplasmic STING (stimulator of interferon response cGAMP interactor 1) signaling pathway in human and murine cancer cells. Ligand activity can then lead to type I interferon production and innate immune gene activation. Moreover, specific gene expression patterns mediated by a G4 binder in cancer cells correlate with immunological hot features and better survival in human TCGA (The Cancer Genome Atlas) breast tumors. The findings open to the development of cytostatic G4 binders as effective immunomodulators for combination immunotherapies in unresponsive tumors.

## INTRODUCTION

G-quadruplexes (G4s) are non-canonical DNA secondary structures constituted by stacked guanine quartets forming a planar system held by Hoogsteen hydrogen bonds (1–3). Genome localization of G4 structures is not random, but rather they are typically enriched in control regions, such as active gene promoters, telomeres and replication origins, suggesting regulatory roles during basic genome functions (2–4). However, G4 structures can interfere with replication and transcription processes leading to double-strand DNA breaks (DSBs) and genome instability (5). Hundreds of small molecules are known to bind specifically to G4 structures as compared with a DNA duplex (6). Although these G4 binders are extensively investigated to discover cytotoxic analogs as new effective anticancer drugs (1,7–9), only few of them have entered clinical trials up to now (8,10).

G4 binders can stabilize nuclear G4 structures inducing DSBs in cancer cells (10–13), and recent evidence shows that the mechanism can involve R-loops (5,12,13). R-loops are another non-canonical DNA secondary structure wherein a duplex DNA is melted and one strand is annealed to an RNA strand. R-loops can form on highly transcribed genes (14–16) and can lead to replication stress, DSBs and genome instability (17–19). We recently showed that three structurally unrelated G4 binders increased nuclear R-loops due to the spreading of pre-existing structures at transcribed genes (5,12). Interestingly, G4 binders [including pyridostatin (PDS), a well-known ligand (8)] could also trigger the formation of micronuclei in an R-loop-dependent manner in human osteosarcoma U2OS cells at non-cytotoxic concentrations (12). Micronuclei can be a source of cytoplasmic DNAs that can be recognized by DNA sensors, such as cGAS (cyclic GMP–AMP synthase), which can activate STING (stimulator of interferon response cGAMP interactor 1, alias TMEM173) and the expression of type I interferon (IFN) genes and IFN-stimulated genes (ISGs) (20–22). Although recent advances clearly point to the potential of harnessing the innate immune system for cancer immunotherapy (23), whether G4 binders can induce immune genes in cancer cells has not yet been determined.

Here, we focus on immune gene response to G4 binders at non-cytotoxic concentrations and define the mechanism of gene activation. In addition, we show that these ligands can act with a genome-wide effect by enhancing micronuclei formation leading to activation of innate immune genes in cancer cells. Our findings therefore open to the development of G4 binders as anticancer modulators of the immune system for new immunotherapeutic combinations.

## MATERIALS AND METHODS

### Cell lines and compounds

Human MCF-7 (breast cancer) and MRC5 (derived from a normal lung tissue) cells were obtained from American Type Culture Collection. Murine wild-type (wt) and STING gene-CRISPR knockout (KO) melanoma B16-F10 cell lines were kindly provided by R. Greenberg (20). B16, MRC5 and MCF-7 cell lines were grown as monolayers in Dulbecco’s modified Eagle medium or RPMI 1640 medium respectively, supplemented with 10% fetal bovine serum (FBS) (Gibco) and 1% l-glutamine (Gibco) in a humidified incubator at 37°C and 5% CO_2_. Cell lines were routinely tested for mycoplasma contamination (Sigma-Aldrich) and identity by STR (BMR Genomics).

PDS (Selleckchem) was dissolved in water at 5 mM. H151 (TOCRIS, Biotechne) and PhenDC3 (Merck) were dissolved in dimethyl sulfoxide (DMSO) at 3 and 10 mM, respectively. All compounds were stored at −20°C and diluted immediately prior to use.

### Cell growth, MTT assay and cell transfection

For MCF-7 cell growth, cells (3 × 10^5^) were seeded in six-well plates and treated the next day with PDS (10 μM). Cells were counted every day and reported as cells/cm^2^. For MTT assays, MCF-7 cells (5 × 10^4^) were seeded and, after 24 h, treated with the compounds at several different concentrations for 24 h. After drug removal, cells were cultured for 48 h in drug-free medium. Then, thiazolyl blue tetrazolium bromide (MTT) solution was added to each well and incubated for 1 h at 37°C. Next, the medium was removed and 300 μl DMSO was added and incubated for 1 h at room temperature (RT). Then, absorbance at 595 nm was measured using a multiplate reader. Linear regression parameters were determined to calculate IC_50_ (concentration inhibiting cell growth by 50%) values (GraphPad Prism 8). MCF-7 cells were transfected with pre-designed siRNAs (against STING: ID#128591, siRNA1, and ID#128592, siRNA2; Ambion) using Lipofectamine RNAImax (Invitrogen) for 72 h following manufacturer’s instructions. Salmon sperm DNA (2 μg/ml) was transfected using Lipofectamine 2000 (Invitrogen) for 24 h.

### RNA extraction and RT-qPCR

Treated and untreated cells were washed with phosphate-buffered saline (PBS) and centrifuged. Cell pellets were resuspended in 0.8 ml of TRI Reagent™ (#AM9738, Invitrogen), vortexed and incubated for 5–10 min at RT. Then, samples were added with 0.16 ml of chloroform (Fisher Scientific), vortexed, incubated for 5 min at RT and centrifuged at 4°C for 15 min at 20 000 × *g*. The upper phase was collected and nucleic acids were isopropanol precipitated. Samples were digested with DNase I, phenol extracted and then RNA was ethanol precipitated. RNA quality was checked with agarose gels, and 1 μg of RNA was used to prepare cDNA with SuperScript III (Invitrogen) according to manufacturer’s instructions using random (N6) and poly(T) primers. After primer annealing, retrotranscription reaction was performed for 50 min at 50°C. Then, RNA was alkaline hydrolyzed and ethanol precipitated. Quantitative PCR (RT-qPCR) was performed using 500 nM of specific primers in SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) with Applied Biosystems StepOne thermocycler. Quantification and analyses were performed using StepOne Software v2.2.3. Specificity of PCR products was routinely checked with melting curves and agarose gel electrophoresis. PCR primers are reported in Supplementary Table S2.

### Illumina RNA sequencing and data analyses

MCF-7 cells (1.0 × 10^6^) were seeded in 6 mm dishes, treated with PDS (10 μM) for 24 h and then cultured in drug-free medium for further 72 h. Total RNA was extracted by using the NucleoSpin RNA kit (#740955.50, Macherey-Nagel) or TRI Reagent™ (#AM9738, Invitrogen) following manufacturer’s instructions. RNA samples were depleted of ribosomal RNAs with Ribo-Zero rRNA Removal Kit (Illumina) and libraries prepared with NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, #E7420S) following manufacturer’s instructions. RNA sequencing was performed on Illumina HiSeq4000 platform (pair-end 2 × 150 bp) at Biodiversa (Rovereto, TN, Italy). RNA-seq reads were quality checked with FastQC v0.11.9 and trimmed with Trimmomatic v0.32 software (24). Libraries were then aligned to human genome (hg19) with HISAT2 program (25), and read abundance over transcripts was computed with StringTie v2.0 (26) tool using Ensembl GRCh37.87 gene reference. StringTie v2.0 transcript estimations were imported in R v4.0.0 and converted to read count using Bioconductor tximport v1.16.1 package (27). Read counts were batch corrected using the R package limma v3.44.3 library. Differential expression and PCA analyses were performed using Bioconductor DESeq2 v1.28.1 package (28) with default settings. Differentially expressed (DE) genes were selected by adjusted *P*-value <0.05. Gene set enrichment analysis (GSEA) was performed using Bioconductor fgsea v1.14.0 package (27) and MSigDB gene set database (version 7.0) with default settings. GSEA used as input DE gene tables obtained from DESeq2. Comparison of GSEA results and data plotting were performed using the Bioconductor tidverse v1.3.0 and enrichplot v1.8.1 packages (27), respectively. Gene sets of IRF, STAT and NF-κB targets were determined by using TRANSFAC database (29).

### Immunofluorescence microscopy

Fluorescence signals were determined following different procedures using cells in a coverslip. For STING, cells were fixed with 4% of formaldehyde for 10–15 min at RT and then incubated for 1 h at RT with 1% of bovine serum albumin (BSA), 10% FBS, 0.1% glycine and 0.1% Tween 20 under gentle shaking. Then, cells were stained with 0.5 μg/μl anti-STING antibody (#ab92605, Abcam) overnight at 4°C. For cGAS, cells were permeabilized with 0.5% Triton X-100 in PBS for 15 min at RT and then incubated with 1% BSA in PBS for 30 min at RT. Cells were then incubated with anti-cGAS antibody (clone D1D3G, #15102, Cell Signaling) for 1 h at RT. For pIRF3, cells were incubated in cold methanol for 10 min at −20°C. After a wash in PBS, cells were incubated with 5% of FBS and 0.3% of Triton X-100 in PBS for 60 min at RT under gentle shaking. Then, cells were incubated with an anti-pIRF3 (specific for phosphorylated Ser396 IRF3) (clone D6O1M, #29047, Cell Signaling) overnight at 4°C. For IRF3, cells were fixed with methanol chilled at −20°C for 5 min at RT. Permeabilization was performed with 0.1% Triton X-100 for 10 min at RT under gentle shaking. Next, cells were incubated with 1% BSA, 23 mg/ml glycine and 0.1% Tween 20 for 30 min at RT. Cells were then incubated with an anti-IRF3 antibody (clone 3H32L10, #703682, Thermo Fisher) overnight at 4°C. For S139-phosphorylated histone H2AX (γH2AX), cells were fixed with 4% of formaldehyde for 10 min at RT, permeabilized by 0.5% Triton X-100 in PBS for 15 min at RT and then incubated with 8% BSA in PBS for 30 min at RT. An anti-γH2AX antibody (#05-636, Millipore) was then added in 5% BSA for 1 h at RT. For all factors, cells were finally incubated with a secondary antibody and stained with DAPI (3.3 μg/ml) (Merck) for 20 min. Secondary antibodies were Alexa Fluor 488 anti-rabbit IgG (#A11008, Life Technologies) and Alexa Fluor 488/594 anti-mouse IgG (#A11011, #A11037 Life Technologies). Micronuclei were identified by DAPI staining: cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.5% Triton X-100 for 15 min at RT, washed three times in PBS and incubated with 3.3 μg/ml DAPI for 20 min. G4 foci were detected using BG4 (kindly provided by S. Balasubramanian) as described previously (12). Slides were visualized at RT by using a fluorescence microscope (Eclipse TE 2000-S, Nikon) equipped with an AxioCam MRm (Zeiss) digital camera. After fluorescence data acquisition, analyses were performed with ImageJ software. Graphs were prepared with GraphPad Prism 8.

### Protein extraction and western blotting

Whole cell protein extracts were prepared by lysing cells in 4% sodium dodecyl sulfate (SDS), 20% glycerol and 125 mM Tris–HCl, pH 6.8, and protease and phosphatase inhibitor cocktails (Thermo Fisher). For cell fractionation, cells were scraped, resuspended in an isotonic buffer (10 mM HEPES, 200 mM mannitol, 70 mM sucrose, 1 mM EDTA, pH 7.6), added with protease and phosphatase inhibitors, and incubated for 30 min on ice. Then, cells were gently lysed with a Potter homogenizer, and nuclei were pelleted by centrifugation at 800 × *g* for 10 min at 4°C and washed with an isotonic buffer. The supernatant cytoplasmic fraction was centrifuged for 10 min at 800 × *g* to remove debris. Nuclei were resuspended in 20 mM HEPES, pH 7.9, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 10% glycerol, 0.2 mM EDTA and 1 mM DTT and incubated on ice for 10 min. Next, pelleted nuclei were washed with 20 mM HEPES, pH 7.9, 0.2 mM EDTA, 20% glycerol and 1 mM DTT and resuspended in 20 mM HEPES, pH 7.9, 400 mM NaCl, 0.2 mM EDTA, 1 mM DTT, 20% glycerol and 2% SDS. Protein samples were sonicated for 5 min with a Bioruptor sonifier (Diagenode), quantified with the Lowry method and stored at −80°C until use. Proteins (20–30 μg) were electrophoresed on pre-cast gels (Invitrogen) and transferred to a nitrocellulose membrane in 25 mM Tris–HCl, pH 7.6, 192 mM glycine and 20% methanol at 70 V for 2 h. Membranes were incubated for 1 h in 5% non-fat milk, 0.5% Tween 20 TBS solution under gentle shaking at RT and then with primary antibodies overnight at 4°C. Primary antibodies were STING (dilution 1/1000) (#ab92605 and #ab181125, Abcam), pIRF3 (Ser385) (dilution 1/200) (#PA5-36775, Invitrogen), IRF3 (dilution 1/500) (clone 3H32L10, #703682, Thermo Fisher), topoisomerase I (C15) (dilution 1/100) (#sc5342, Santa Cruz) and GAPDH (dilution 1/20 000) (#sc32233, Santa Cruz). Then, membranes were incubated 90 min at RT with horseradish peroxidase-linked secondary antibodies. They were anti-mouse IgG (1/1000 dilution) (#sc2005, Santa Cruz), anti-rabbit IgG (1/10 000 dilution) (#ab205718, Abcam) and anti-goat IgG (1/2000) (#sc2922, Santa Cruz). All western blots analyses were performed with three biological replicates, and band intensity values were reported as means ± SEM.

### Determination of cellular cGAMP and secreted cytokines

Levels of the dinucleotide 2′,3′-cyclic GAMP (cGAMP) were measured in whole cell extracts. Cell pellets were resuspended in RIPA buffer [20 mM Tris–HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% NP-40, 2 mM DTT, 0.5 mM phenylmethylsulfonyl fluoride (PMSF) and Halt Protease Inhibitor Cocktail], incubated for 30 min on ice and centrifugated for 20 min at 12 000 × *g* at 4°C. Pellets were then discarded and supernatants were used to determine cGAMP levels with the Direct 2′,3′-Cyclic GAMP Enzyme Immunoassay Kit (#K067-H1, Arbor Assays).

Secreted cytokines were measured in cell medium supernatants. Culture medium of untreated and PDS (10 μM)-treated cells was collected and protease inhibitors (1 μg/ml pepsatin, leupeptin and aprotinin, 2 mM DTT and 0.5 mM PMSF) were then added. Then media were concentrated around 30-fold by using Pierce Protein Concentrator PES, 3k MWCO, 5–20 ml (#88525, Thermo Fisher). IFNB protein levels were quantified with a Human IFN-beta Quantikine ELISA Kit (#DIFNB0, R&D Systems) following manufacturer’s instructions. To detect cytokines and chemokines in concentrated cell culture medium, a Human Cytokine Array Kit (#ARY005B, R&D Systems) was used following manufacturer’s instructions.

### TCGA breast tumor analyses

FPKM-UQ-normalized gene expression data of the breast cancer (BRCA) patient cohort (*n* = 1217) of the public GDC The Cancer Genome Atlas (TCGA) database were collected from Xena Functional Genomics Explorer (https://xenabrowser.net). Only primary tumors (*n* = 1064) were used in subsequent analyses. Data regarding tumor-infiltrating immune cells of TCGA BRCA samples were from supplementary data of the study (30).

Using a gene list of PDS upregulated genes (adjusted *P*-value <0.05) computed in the PDS (day 4) versus CT (day 4) contrast with Bioconductor DESeq2 package (28), a *k*-means cluster analysis of primary BRCA data was performed with CRAN package Hmisc v4.4 and Bioconductor ComplexHeatmap v2.4.3 R libraries (27). Main transcription factors regulating a given gene set were determined with iRegulon v1.3 tools (31) on Cytoscape v3.8.2 platform (32) using default settings. GSEA enrichment score was determined with ssGSEA function from GSVA R library. KEGG pathway gene sets were from MSigDB v6.2. Immune cell presence in tumor samples was computed with CIBERSORT (33). Spearman correlation coefficient of ssGSEA enrichment scores, immunological tumor features and KEGG pathways were determined using Bioconductor corrplot v0.84 R library (27). Survival analysis and plotting were performed using Bioconductor survminer v0.4.8 and ggplot2 v3.3.2 R libraries (27). Survival analysis was performed for the top and bottom 5% of enrichment score-ranked samples of TCGA BRCA primary tumors.

### Statistics

All results were from at least three biological replicates. Statistical significance was determined with a multiple *t*-test (without corrections for multiple comparisons) between pairs of conditions for micronuclei and cGAS-positive micronuclei counts, gene expression analysis, cGAMP and interferon production. The chi-square test was used for pIRF3-positive cell analyses between pairs of conditions. The Kolmogorov–Smirnov test was used for G4 and γH2AX fluorescence quantification between pairs of conditions. Significant differences between the indicated pairs of conditions are shown by asterisks (*P-value <0.05; **P-value <0.01; ***P-value <0.001; ^****^P-value <0.0001). Differential gene expression analysis was performed using Welch’s *t*-test. Significance of GSEA was assessed by comparing each gene set enrichment score with the set of scores computed with randomly assigned phenotypes (*n* = 1000). Correlation analysis of TCGA BRCA expression data was tested using the Spearman correlation test with the cor.test function (R library stats v3.6.2). Comparison of survival curves was tested with the log-rank test using R package survminer v0.4.8.

## RESULTS

### Non-cytotoxic PDS concentrations induce micronuclei and immune genes in MCF-7 cancer cells

We set out to establish whether PDS can activate an immune gene response in human MCF-7 breast cancer cells at non-cytotoxic concentrations. Therefore, we first measured the cytotoxic potency of PDS, showing that its IC_50_ (concentration inhibiting 50% of cell survival) for 24-h treatments is 81.6 μM in MCF-7 cells (Supplementary Figure S1A). At a lower dose, 10 μM, PDS only slightly affected MCF-7 cell growth (Supplementary Figure S1B) even though it increased the levels of G4 and γH2AX (phosphorylated S139 H2AX histone) foci (Supplementary Figure S2). Thus, a non-cytotoxic concentration of PDS can stabilize nuclear G4s likely inducing DSBs in MCF-7 cells, in agreement with findings in other cell models (11,12). Next, to determine the kinetics of micronuclei accumulation in MCF-7 cells, we set out an experimental scheme in which cells were treated with 10 μM PDS for 24 h and then let recover in drug-free medium for different time periods (Figure 1A). Micronuclei accumulated over time in PDS-treated cells with a maximum (15-fold change) at day 4 (Figure 1B). A slight micronuclei increase (2–3-fold) was also observed in untreated cells (Figure 1B). As the doubling time of MCF-7 is around 40 h (Supplementary Figure S1B), the results are consistent with micronuclei forming at subsequent mitoses following PDS treatment (20,21). Expression kinetics of selected of IRF3 (*IFNB*, *CCL5* and *CXCL10)* (34) and IFNB (*IFIT1*, *DDX60* and *IFI44*) (35) target genes showed that these innate immune genes were effectively activated by PDS at later times (days 4 and 6), with a slight increase at day 2 for some of them (Figure 1C). We also noted that the tested genes were increased, but to a lower extent, in untreated cells, which may parallel the slight induction of micronuclei (Figure 1B and C). Thus, innate immune genes were activated by non-cytotoxic PDS concentrations following an earlier micronuclei induction.

**Figure 1.**
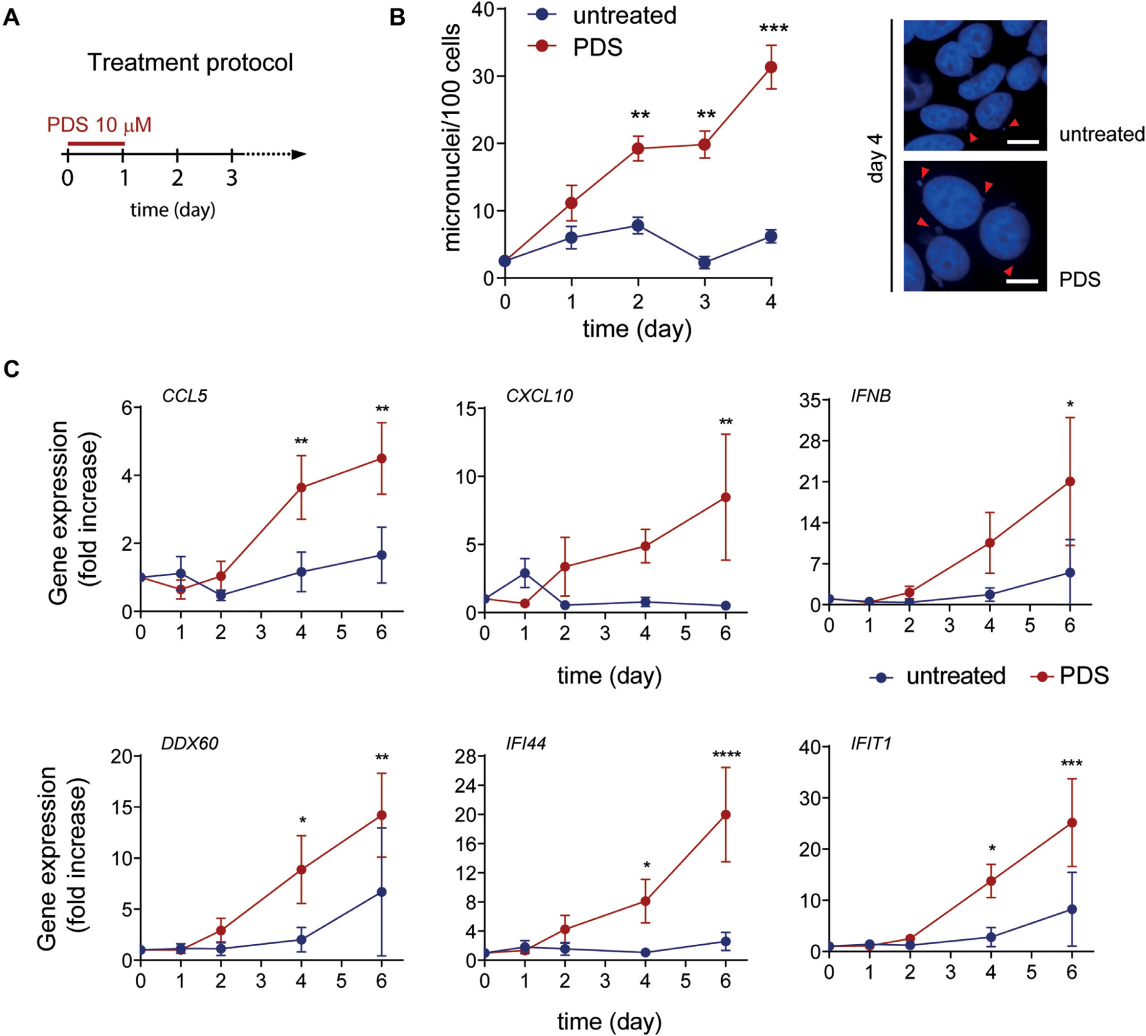
PDS-induced micronuclei accumulation precedes immune gene activation. (**A**) Experimental scheme. (**B**) Kinetics of micronuclei accumulation in PDS (10 μM)-treated MCF-7 breast cancer cells (left) and representative images of micronuclei in untreated and PDS-treated cells at day 4 (right). Data show means ± SEM of at least three biological replicates. Scale bar is 10 μm. (**C**) Expression fold increase of IRF3-induced genes (*CCL5*, *CXCL10* and *IFNB*) and ISGs (*DDX60*, *IFIT1* and *IFI44*) in MCF-7 cells treated with PDS (10 μM) as measured by RT-qPCR. Data show means ± SEM of at least three biological replicates. In all graphs, significance was calculated with a multiple unpaired *t*-test: *P-value <0.05; **P-value < 0.01; ***P-value <0.001; ^****^P-value <0.0001.

### Inflammatory immune gene pathways are activated by PDS at a non-cytotoxic concentration

As the above data showed that immune genes were fully activated at day 4, we hence determined PDS-induced changes of gene expression profiles at that time point by using RNA-seq Illumina technology. We compared PDS-treated cells at day 4 versus untreated cells at day 4 versus untreated cells at day 0 (Figure 1A) using four biological replicates of each sample. 

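MCF-7 is an established line of human luminal breast cancer cells. RNA of 3 groups with 4 libraries each was sequenced: untreated cells at day 0, called CT (day 0), untreated cells at day 4, called CT (day 4), and cells treated with pyridostatin, called PDS (day 4). PDS is a small molecule that binds G-quadruplexes. PDS (day 4) cells were exposed to 10 µM PDS for 24 h. The paper gives 72 h in drug-free medium after the drug and states no such time for untreated cells, whereas the sample labels give 72 h in drug-free medium for all 3 groups. Replicates 1 and 2 of every group were extracted with the NucleoSpin kit and replicates 3 and 4 with TRI Reagent, so each kit gave 2 libraries per group. Ribosomal RNA was depleted and strand-specific libraries were read as pairs of 150 nt. The authors trimmed reads with Trimmomatic, aligned them to hg19 with HISAT2 and quantified genes with StringTie. Their deposited tables used here give the coverage, FPKM and TPM of each gene in each library and hold no read counts.
The most common ratio of coverage to FPKM among the genes of a library was taken as its depth. It was 8.21 to 11.2 Gb of aligned sequence per CT (day 0) library (median 10.2 Gb), 6.77 to 14.5 Gb per CT (day 4) library (median 8.88 Gb) and 7.87 to 9.62 Gb per PDS (day 4) library (median 8.22 Gb). At this depth 1 read pair on a transcript of 1 kb equals 0.0253 to 0.0478 TPM. Small non-coding RNAs, among them the signal recognition particle RNAs RN7SL1 and RN7SL2, took 41.7 to 77.7% of the TPM of a library. The genes of mitochondrial DNA were listed at 0 in all 12 libraries.
The 26847 genes with a TPM of at least 0.1 in at least 4 of the 12 libraries were tested. TPM was rescaled between libraries by the median of ratios, and log2(TPM + 0.1) was fitted with limma, with the group and the kit as terms, over all 12 libraries. A fold change on this scale understates the change of a gene with low TPM. Adjusted p-values are Benjamini-Hochberg values over all tested genes, and a gene rose or fell where this value was under 0.05. TPM values are given as the mean ± SD of the 4 libraries of a group, rescaled and with the kit effect removed. Where all 4 libraries of one group lie above all 4 of another, an exact permutation test gives its smallest two-sided p, 0.0286. This test swaps libraries across the kits, so on values with the kit effect removed its p is not exact. Swaps kept within a kit could not give a p this small. The 33 gene lists, and the rule that chose the genes named, were written before the deposited data were examined. The paper's supplementary tables, which hold results on the same libraries, had been read by then, so neither was chosen blind to its results. Lists were tested with camera of limma at a preset correlation between genes of 0.01. The fit was tried on 200 simulated changes in genes with a mean TPM of at least 1, with noise independent between genes. A further 30 such genes were shifted by 1. For PDS (day 4) versus CT (day 4) it recovered 45% of the changes of 1 and 91% of those of 2 on the log2 scale. Of its calls 3.95% were false. No changes were simulated in genes with a lower TPM, so these shares do not cover them.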

Quality checks of batch-corrected and normalized sequence data established that replicates clustered close together in three distinct groups (Supplementary Figure S3), showing consistent overall read distributions within each group.

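Libraries of PDS (day 4) cells lay apart from both untreated groups once the kit effect was removed. The first principal component of the 500 most variable genes held 25.7% of the variance and the second 13.8%. For 10 of the 12 libraries the nearest other library belonged to the same group. The distance over these 500 genes had a median of 40.4 between libraries of one group, with a range of 35.9 to 45.6. Between libraries of different groups the median was 46.4, with a range of 39.3 to 58.0. The ranges within and between groups therefore overlap. Across genes, libraries of the same group and kit correlated with r = 0.951 to 0.974, and libraries of different groups from the same kit with 0.944 to 0.973. Genes are not independent replicates, so these correlations describe the libraries and carry no test.

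**Figure D1:**
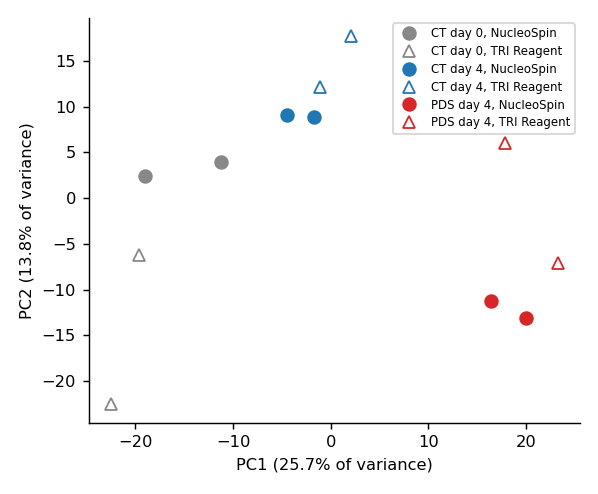
Scores of the 12 libraries on the first and second principal components of the 500 most variable genes, on log2(TPM + 0.1) with the kit effect removed. Each point is 1 library, colours mark the group, filled circles NucleoSpin and open triangles TRI Reagent.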

Comparison of gene read count data showed that gene expression profiles were changed at day 4 in both PDS-treated and untreated cells in comparison to untreated cells at day 0. However, the number of altered genes was higher in PDS-treated than in untreated cells (3444 and 1643 genes, respectively; Supplementary Figure S4A and B and Supplementary Data SD1 and SD2). In particular, inflammatory immune genes were increased by PDS and slightly induced in untreated cells as compared with day 0 (see, for instance, the ‘Interferon Alpha Response’ hallmark gene set, Figure 2A). 

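The smooth muscle actin gene ACTG2 had the largest fall between CT (day 0) and CT (day 4) among the genes named by rule. It lies on chromosome 2 of hg19 from 74119441 to 74146992. Its TPM was 15.6 ± 4.57 (SD, n = 4) in CT (day 0), 1.65 ± 0.907 in CT (day 4) and 1.17 ± 0.539 in PDS (day 4). Against CT (day 0), the log2 fold change was -3.22 (standard error 0.37, adjusted p = 0.00259 from limma) in untreated cells and -3.66 with PDS (adjusted p = 0.000125). TAGLN, which encodes the actin-binding protein transgelin, fell likewise, by 2.25 in untreated cells and by 3.10 with PDS on the log2 scale. GAL, the gene of the neuropeptide galanin, and NQO1, a quinone reductase gene, also fell in both groups, with log2 fold changes of -1.84 and -1.07 in untreated cells. Of 29 hypoxia-induced genes 4 fell in untreated cells: ENO1, PGAM1 and GPI, which encode enzymes of glucose use, by 0.82, 0.69 and 0.64, and P4HA2, a collagen hydroxylase gene, by 0.67. That list did not pass (adjusted p = 0.267 from camera of limma), with 13 genes above 0, and 2 were higher and 6 lower adjusted over the list alone. KLK11, a secreted protease gene, rose in untreated cells from a TPM of 9.89 ± 3.83 to 47.4 ± 15.5. CHAC1 and ASNS, targets of the transcription factor ATF4, rose there by log2 fold changes of 2.38 and 1.39.
In CT (day 4) against CT (day 0), the genes of DNA replication were lower as a list (median log2 fold change -0.44, 48 genes). RRM2 and ORC1 fell there, and 17 genes fell when adjusted over the list alone (camera of limma, adjusted p = 1.05e-14, but adjusted p = 0.145 with an estimated correlation). The G2 and M phase list had a median of -0.41 with a fall of CDC20 (adjusted p = 1.61e-07, and adjusted p = 0.388 with an estimated correlation). Much of this came from CT (day 4) replicate 4, with a mean of -0.97 against -0.30 to -0.16 in the other CT (day 4) libraries. Without it the median was -0.20, the list still passed at the preset, and CDC20 did not pass. CDC20 did not pass without CT (day 0) replicate 1, 3 or 4, CT (day 4) replicate 1 or 3 or PDS (day 4) replicate 1 either. The cholesterol synthesis list had a median of -0.52 with a fall of ACAT2, and 7 genes adjusted over the list alone (adjusted p = 3.76e-07, and 0.259 with an estimated correlation). Its median was -0.33 after quantile normalization and -0.35 without CT (day 4) replicate 4. The fall was larger in TRI Reagent libraries, with a median difference from NucleoSpin of -0.584 (adjusted p = 7.16e-08 from camera at the preset, and 0.415 with an estimated correlation).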

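Among the genes that rose in both groups was MX2, an antiviral GTPase gene, with a TPM of 0.102 ± 0.0909 (SD, n = 4) in CT (day 0), 0.911 ± 0.261 in CT (day 4) and 4.00 ± 1.29 in PDS (day 4). Its log2 fold change against CT (day 0) was 2.38 in untreated cells (standard error 0.34, adjusted p = 0.00625 from limma) and 4.39 with PDS (adjusted p = 1.48e-05). HIST1H4C, a gene of histone H4, fell in both groups, with log2 fold changes of -0.75 in untreated cells (adjusted p = 0.049) and -1.71 with PDS (adjusted p = 0.000122). In CT (day 4) against CT (day 0), 201 genes were higher and 217 lower. In PDS (day 4) against CT (day 0), 787 were higher and 1251 lower. These are 1.56% and 7.59% of the tested genes. With the replicate number in place of the kit as a term, the counts in untreated cells were 314 higher and 364 lower. They were 103 and 100 without CT (day 0) replicate 1, 72 and 87 without CT (day 0) replicate 3, 120 and 102 without CT (day 0) replicate 4, 80 and 78 without CT (day 4) replicate 1, 130 and 121 without CT (day 4) replicate 3 and 88 and 78 without CT (day 4) replicate 4, with 143 lower without CT (day 0) replicate 2 and 140 lower without PDS (day 4) replicate 1. The counts with PDS were 454 and 646 without CT (day 0) replicate 1, 449 and 560 without PDS (day 4) replicate 1 and 436 and 639 without PDS (day 4) replicate 2, with 800 lower without CT (day 0) replicate 2. Of the genes called, 106 were higher in both comparisons and 163 lower in both, and no gene went in opposite directions. Both comparisons use the same CT (day 0) libraries, which by itself adds shared genes. With the CT (day 0) libraries split between the comparisons, 7 to 26 genes were higher in both and 10 to 21 lower in both, where lists drawn independently would share at most 1.15 and 0.952, and 1 gene went in opposite directions in 1 of the 4 splits. TPM without rescaling gave 120 higher and 73 lower genes in untreated cells and 879 higher and 213 lower with PDS, so 80.5% of the calls with PDS were then rises instead of 38.6%. That scaling raised the median log2 fold change of all genes with PDS by 0.195.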

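OAS1, which encodes an antiviral 2'-5'-oligoadenylate synthetase, lies on chromosome 12 of hg19 from 113344582 to 113369990. Its TPM was 3.97 ± 0.836 (SD, n = 4) in CT (day 0), 15.6 ± 2.22 in CT (day 4) and 59.1 ± 4.34 in PDS (day 4). This was a log2 fold change against CT (day 0) of 1.96 in untreated cells (standard error 0.17, adjusted p = 0.00114 from limma) and 3.88 with PDS (adjusted p = 2.22e-07). All 4 libraries at day 4 lay above all 4 at day 0 in both comparisons (exact permutation test). MX1, an antiviral GTPase gene, rose by 1.71 in untreated cells and by 3.62 with PDS on the log2 scale. OAS3, a paralog of OAS1 that may share reads with it, rose by 1.32 and 2.97. XAF1, a gene of apoptosis, had the largest rise in both groups among the genes named by rule, with log2 fold changes of 2.64 and 5.73. IFIT1, which encodes a protein that binds viral RNA, rose from a TPM of 2.48 ± 0.773 to 17.1 ± 11.1 in untreated cells and 70.7 ± 32.3 with PDS.
Of 68 measured interferon-stimulated genes, 22 rose and 1 fell in CT (day 4), with 47 higher and 1 lower when adjusted over the list alone, and a median log2 fold change of 0.91. CNP, an enzyme gene of myelin that was named only after its value was seen, was the gene that fell (log2 fold change -0.87, adjusted p = 0.0434 from limma). In PDS (day 4), 62 rose and 0 fell, with 64 higher adjusted over the list alone and a median of 2.24. The list was higher in PDS (day 4) with an adjusted p of 2.2e-75 from camera of limma, also with an estimated correlation (0.0132). In CT (day 4) the adjusted p was 2.8e-34, but adjusted p = 0.13 with an estimated correlation. With the replicate number as a term, 36 genes of the list rose in untreated cells, and without CT (day 0) replicate 3 or CT (day 4) replicate 1 only 12 did.
The 60 measured leading-edge genes that the study gives for its interferon alpha set include 16 that rose and 1 that fell in CT (day 4), and 51 that rose in PDS (day 4). The study chose these genes on the same samples, so they are not independent evidence.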

GSEA of Gene Ontology (GO) biological processes showed that a subset of immune-related pathways, such as response to type I interferon, were activated somewhat in untreated cells, but prominently in PDS-treated cells (Figure 2B, Supplementary Figure S4C and D and Supplementary Data SD3 and SD4). 

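DHX58, the gene of the RNA sensor LGP2, lies on chromosome 17 of hg19 from 40253422 to 40264751. Its TPM was 0.248 ± 0.141 (SD, n = 4) in CT (day 0), 1.60 ± 0.351 in CT (day 4) and 7.02 ± 2.15 in PDS (day 4). It had log2 fold changes against CT (day 0) of 2.37 in untreated cells (adjusted p = 0.00505 from limma) and of 4.42 with PDS (standard error 0.33, adjusted p = 1.19e-05). The other 2 genes of its family did not pass the test in untreated cells and rose with PDS: DDX58, which encodes RIG-I, had log2 fold changes of 1.43 and 2.95, and IFIH1, which encodes MDA5, of 1.37 and 2.72. STAT1, which encodes a transcription factor of the interferon response, had log2 fold changes of 0.86 in untreated cells (adjusted p = 0.1) and 1.85 with PDS (adjusted p = 0.00081 from limma). In the direct test of PDS (day 4) against CT (day 4), DDX58, IFIH1 and STAT1 had log2 fold changes of 1.52, 1.35 and 0.99 that did not pass (adjusted p = 0.0506, 0.0675 and 0.0591 from limma), so a larger rise with PDS is not shown for these 3 genes. Of the interferon genes themselves, 4 could be measured. IFNB1, the interferon beta gene, had a TPM of 0.236 ± 0.101 in CT (day 0) and 0.287 ± 0.0498 in CT (day 4), a difference within the spread of the libraries (log2 fold change 0.24, adjusted p = 0.751 from limma), and rose with PDS by 2.04 (adjusted p = 0.00133). IFNL1, a type III interferon gene, rose by 1.33 in untreated cells (adjusted p = 0.0428 from limma) and by 3.07 with PDS. The 4 genes had a median log2 fold change of 1.26 in CT (day 4), where the list passed at the preset (adjusted p = 0.00112 from camera) but not with an estimated correlation (adjusted p = 0.13), and of 3.13 in PDS (day 4), where all 4 rose. At these TPM values 1 IFNB1 or IFNL1 library rests on few read pairs.

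**Figure D2:**
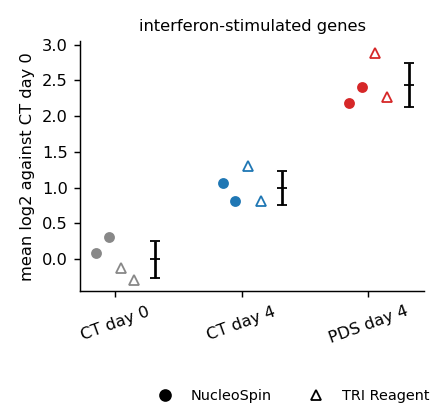
Mean log2(TPM + 0.1) of 68 interferon-stimulated genes in each of the 12 libraries, minus the mean of CT (day 0), with the kit effect removed. Points are libraries, filled circles NucleoSpin and open triangles TRI Reagent, and the black bar is the mean ± SD of 4 libraries (0 ± 0.26, 0.995 ± 0.237 and 2.44 ± 0.313).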

Transcriptional response in untreated cells is consistent with the slight micronuclei increase observed at day 4 (Figure 1B). In addition, other specific GO biological processes, such as lymphocyte and T-cell migration, and autophagy-related terms were enriched in PDS-treated cells only (Figure 2B). 

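CCL5, a chemokine gene whose product attracts T cells, lies on chromosome 17 of hg19 from 34198495 to 34207797. Its TPM was 1.30 ± 0.303 (SD, n = 4) in CT (day 0), 2.46 ± 0.745 in CT (day 4) and 6.46 ± 1.63 in PDS (day 4). The log2 fold change against CT (day 0) was 0.84 in untreated cells (adjusted p = 0.147 from limma) and 2.22 with PDS (adjusted p = 0.000552). CCL22, CCL17 and CXCL10, further chemokine genes, and ICAM1, an adhesion molecule gene, rose with PDS by 2.54, 2.06, 1.17 and 1.00 on the log2 scale. CCL17 and CXCL10 stayed below a mean TPM of 0.5 in every group. Of 13 measured genes of lymphocyte attraction, 5 rose with PDS (6 adjusted over the list alone) and 0 in untreated cells, where camera of limma gave an adjusted p of 0.329 and the smallest p values did not pass when adjusted over the list alone either. The median log2 fold change was 0.54 with PDS (adjusted p = 2.95e-05, and 0.0196 with an estimated correlation) and 0.12 in untreated cells. In the direct test of PDS (day 4) against CT (day 4) the list was higher, with a median of 0.41 (adjusted p = 2.53e-05, 0.0215 with an estimated correlation, and 0.058 with an estimated correlation and the replicate number as a term), a rise of CCL5 and CCL22, and 5 genes adjusted over the list alone.
Among 54 autophagy genes, 6 rose with PDS (11 higher and 1 lower adjusted over the list alone), with a median of 0.20 (adjusted p = 0.000646 from camera of limma, 0.0321 with an estimated correlation), and of 0.44 in TPM as deposited and 0.41 after quantile normalization. MAP1LC3B, which encodes the autophagosome protein LC3B, rose from a TPM of 10.2 ± 1.74 in CT (day 0) to 22.0 ± 5.33 (log2 fold change 1.08, adjusted p = 0.00699 from limma). WIPI1, a gene of early autophagosome assembly, rose by 0.76. In untreated cells the autophagy median was 0.09 and the list did not pass camera (adjusted p = 0.129), but it passed as higher with fgsea (adjusted p = 0.0257), after quantile normalization (adjusted p = 0.000512) and among genes with a TPM of at least 1 in 4 libraries (adjusted p = 0.0301), so an absence of change there is not shown. No gene of it rose, and SQSTM1, the gene of the receptor p62, fell by 0.66 (adjusted p = 0.0421 from limma).

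**Figure D3:**
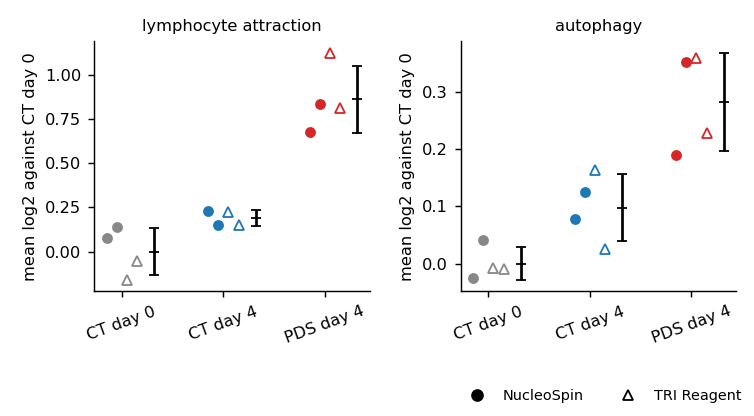
Mean log2(TPM + 0.1) of 13 genes of lymphocyte attraction (left) and 54 autophagy genes (right) in each library, minus the mean of CT (day 0), with the kit effect removed. Points are libraries, filled circles NucleoSpin and open triangles TRI Reagent, and black bars are the mean ± SD of 4 libraries.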

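UBE2L6, which encodes the enzyme that conjugates the ubiquitin-like protein ISG15, had a TPM of 10.4 ± 1.73 (SD, n = 4) in CT (day 4) and 41.8 ± 9.82 in PDS (day 4), from 3.50 ± 0.85 in CT (day 0). The log2 fold change between the groups at day 4 was 1.98 (standard error 0.22, adjusted p = 0.00166 from limma). CMPK2, a nucleotide kinase gene next to RSAD2, rose from a TPM of 1.78 ± 0.641 in CT (day 4) to 12.6 ± 4.17 in PDS (day 4). RSAD2, the gene of the antiviral enzyme viperin, rose by 2.69 and OAS2 by 2.89 on the log2 scale, with adjusted p-values of 0.00546 and 0.00333 from limma. CMPK2 and RSAD2 overlap at their ends and may share reads there. Of the 68 interferon-stimulated genes, 67 changed more from day 0 with PDS than without it. The PDS (day 4) versus CT (day 4) contrast tests the difference of these changes. In it 46 genes were higher and 0 lower, and 66 were higher when adjusted over the list alone. Without CT (day 4) replicate 1, CT (day 4) replicate 2, PDS (day 4) replicate 2 or PDS (day 4) replicate 3 the number higher was 26, 24, 24 and 25. The median difference was 1.38, with 1.29 in the NucleoSpin and 1.46 in the TRI Reagent libraries. The list passed with an adjusted p of 6.69e-61 from camera of limma and with 0.0206 under an estimated correlation. With that correlation and the replicate number as a term it did not pass (adjusted p = 0.0549). Of the genes of the list that rose with PDS, 22 rose in both groups against day 0.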

A direct comparison of expression increase of genes belonging to MSigDB hallmark ‘Interferon Alpha and Beta Response’ gene set showed that these genes were increased at significantly higher levels in PDS-treated than untreated cells (Supplementary Figure S4C). Thus, PDS-dependent gene expression alterations were much larger than those observed in untreated cells.

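RPSA, a gene of the small ribosomal subunit, lies on chromosome 3 of hg19 from 39448180 to 39454033. Its TPM was 954 ± 137 (SD, n = 4) in CT (day 0), 782 ± 90.2 in CT (day 4) and 484 ± 31.0 in PDS (day 4). The log2 fold change against CT (day 0) was -0.28 in untreated cells (adjusted p = 0.321 from limma) and -0.97 with PDS (adjusted p = 0.00103). ATP5G1, a gene of the ATP synthase, fell in both groups, by 0.59 and by 1.00. SSRP1, which encodes a histone chaperone, had log2 fold changes of -0.47 in untreated cells, which did not pass, and -0.98 with PDS (adjusted p = 0.000683). Of 79 genes of the cytosolic ribosome, 1 fell in CT (day 4) against CT (day 0) (RPS26, by 0.85), and with PDS 41 fell, with 70 adjusted over the list alone and a median of -0.59. For the mitochondrial ribosome (78 genes) 1 gene, MRPL36, fell in untreated cells and 33 with PDS, for the respiratory chain and ATP synthase (76 genes) 1 and 39, and for DNA replication (48 genes) 2 and 31. HIST1H4C was the only 1 of 72 histone genes of the HIST clusters that fell in untreated cells, and 54 fell with PDS. Of 36 chromatin genes 0 fell in untreated cells by limma, though 2 did when adjusted over the list alone, and 13 fell with PDS. The ribosome median with PDS was -0.34 in TPM as deposited and -0.09 after quantile normalization. TPM as deposited put the medians with PDS of the mitochondrial ribosome, the respiratory chain and the chromatin genes at -0.37, -0.37 and -0.30, and quantile normalization those of the last 2 at -0.28 and -0.30. The median log2 fold changes with PDS were -0.60, -0.61, -0.79, -1.18 and -0.54 in the order of these lists from the mitochondrial ribosome on. All passed camera of limma with PDS, also with an estimated correlation, except the histones (adjusted p = 1.27e-38, and adjusted p = 0.0507 with an estimated correlation). In untreated cells the mitochondrial ribosome (median -0.40, adjusted p = 3.95e-13), the respiratory chain (median -0.27, adjusted p = 4.68e-10) and the chromatin genes (median -0.26, adjusted p = 0.000293) were lower as lists at the preset, but not with an estimated correlation (adjusted p = 0.13, 0.183 and 0.259). Quantile normalization put these 3 medians at -0.22, -0.08 and -0.10, TPM as deposited the last 2 at -0.18 and -0.17, and without CT (day 4) replicate 4 the chromatin median was -0.17. The cytosolic ribosome (adjusted p = 0.83) and the histones (adjusted p = 0.0811) did not pass there, and after quantile normalization the cytosolic ribosome passed there as higher (adjusted p = 0.000136). Without CT (day 0) replicate 3 or any 1 of the CT (day 4) replicates 1, 2 and 4 the histones passed there as lower. A change of at least 2-fold was called for 157 higher and 89 lower genes in untreated cells and for 571 higher and 258 lower genes with PDS.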

**Figure 2.**
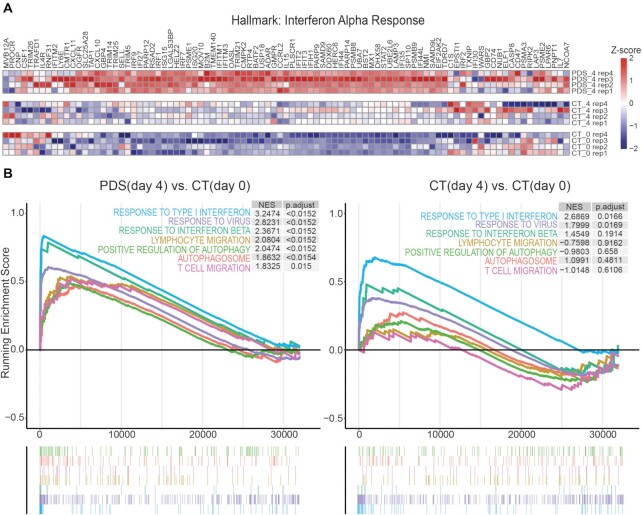
PDS induces a marked type I interferon response in MCF-7 breast cancer cells. (**A**) Heatmap showing *Z*-scores (color coded) for each RNA-seq sample (row) of genes (columns) belonging to MSigDB hallmark ‘Interferon Alpha Response’ gene set. (**B**) GSEA plot of upregulated GO biological processes for the PDS (day 4) versus CT (day 0) and CT (day 4) versus CT (day 0) contrasts. Top: enrichment score line plot. Bottom: position of genes along the ranked list of genes. Normalized enrichment score (NES) and adjusted *P*-values are indicated.

A direct comparison of PDS-treated versus untreated cells at day 4 showed that 727 and 872 genes were up- and downregulated by PDS, respectively (Figure 3A, Supplementary Figure S5A and Supplementary Data SD5). 

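UCA1, the gene of a long non-coding RNA known from bladder cancer, had the largest rise among the genes named by rule. It lies on chromosome 19 of hg19 from 15939771 to 15947130, and its TPM was 0.62 ± 0.222 (SD, n = 4) in CT (day 4) and 9.59 ± 6.21 in PDS (day 4). The log2 fold change was 3.57 (standard error 0.42, adjusted p = 0.00227 from limma). PTPRH, a receptor tyrosine phosphatase gene, rose by 2.97. PHGDH, which encodes the first enzyme of serine synthesis, fell from a mean TPM of 35.2 to 7.58 (log2 fold change -2.16, adjusted p = 0.00696 from limma), and PSPH, which encodes the last enzyme of that route, fell by 1.41. SLC43A1, an amino acid transporter gene, fell by 1.98, LYPD1, a gene of a membrane-anchored protein, by 1.69, MND1, a gene of meiotic recombination, by 1.46, COL4A5, a collagen gene, by 1.41, and SCUBE2, a secreted protein gene, by 1.39. In all, 242 genes were higher in PDS (day 4) than in CT (day 4) and 222 were lower, and 193 of the higher and 94 of the lower genes changed at least 2-fold. With the replicate number in place of the kit as a term, 372 genes were lower. TPM without rescaling moved the median log2 fold change of all genes by 0.134 and called 226 higher and 61 lower genes, so 78.7% of the calls were then rises instead of 52.2%. Over the 14525 genes with a mean TPM of at least 1, the fold changes in the 2 kits correlated with r = 0.426 across genes. The genes called higher had a median log2 fold change of 1.53 in the NucleoSpin and 1.32 in the TRI Reagent libraries, and those called lower of -0.96 and -0.82. These genes were called on both kits together, which favours the same sign in each kit, so these medians are no separate support. Without PDS (day 4) replicate 1, 2 or 3 the fit called 101, 105 and 142 higher and 55, 66 and 100 lower genes, and without CT (day 4) replicate 1 or 2 it called 113 and 114 higher and 63 and 77 lower genes, with 111 lower without CT (day 4) replicate 4.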

The upregulated genes are markedly related with immune response pathways, including type I interferon responses, inflammatory antiviral responses and immune cell regulation networks (Figure 3B, Supplementary Figure S5B and Supplementary Data SD6–SD9). 

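NLRC5, which encodes the transactivator of MHC class I genes, lies on chromosome 16 of hg19 from 57023397 to 57117443. Its TPM was 2.08 ± 0.186 (SD, n = 4) in CT (day 4) and 7.13 ± 2.04 in PDS (day 4), a rise that passed the test (standard error of the log2 fold change 0.26, adjusted p = 0.00745 from limma). TAP2, a peptide transporter gene of the same route, rose by 1.09 (adjusted p = 0.0407 from limma). ERAP2, a peptidase gene, had a log2 fold change of 1.63 that did not pass (adjusted p = 0.0632 from limma). All 17 measured genes of MHC class I presentation had fold changes above 0, with a median of 0.79. NLRC5 and TAP2 rose, and 10 genes did when adjusted over the list alone. The list passed camera of limma (adjusted p = 1.41e-09), but not with an estimated correlation (adjusted p = 0.088). In CT (day 4) against CT (day 0), NLRC5 was the only gene of the list that rose, and the list passed at the preset (adjusted p = 0.0073) and with fgsea (adjusted p = 0.0173), but not with an estimated correlation (adjusted p = 0.43) or, at the preset, without CT (day 0) replicate 3. Of 18 cytokine genes, 0 passed limma over all genes, and 4 were higher and 1 lower adjusted over the list alone. TNFSF15, IL15 and CSF1, which encode a TNF family member, an interleukin and a growth factor of macrophages, had log2 fold changes of 1.54, 1.23 and 0.98 with adjusted p-values from 0.068 to 0.0905. The cytokine list had a median of 0.34 (adjusted p = 0.167 from camera). TNFAIP2, induced by tumour necrosis factor, was the only 1 of 21 textbook NF-κB targets that rose (log2 fold change 1.43), and that list did not pass (median 0.17, adjusted p = 0.0749). The study's own leading-edge genes of its interferon alpha set include 34 that rose, and all 60 have fold changes above 0. The study selected them on these samples.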

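IFNB1 lies on chromosome 9 of hg19 from 21077104 to 21077943, and its TPM in PDS (day 4) was 1.26 ± 0.292 (SD, n = 4), a log2 fold change of 1.80 over CT (day 4) (standard error 0.29, adjusted p = 0.0092 from limma). IFI44, an interferon-induced gene of unknown function, rose from a TPM of 0.666 ± 0.357 in CT (day 4) to 3.56 ± 1.43 in PDS (day 4), a log2 fold change of 2.30 (standard error 0.40, adjusted p = 0.0124 from limma). The fold change of IFIT1 was 2.12 (standard error 0.42, adjusted p = 0.0253 from limma). DDX60, an antiviral helicase gene, rose by 1.88 (standard error 0.34, adjusted p = 0.0161 from limma), and CCL5 by 1.38 (standard error 0.27, adjusted p = 0.0247 from limma). CXCL10, the gene of a chemokine for T cells, had a log2 fold change of 1.18 (standard error 0.29) that did not pass (adjusted p = 0.0622 from limma). For each of the 6 genes all 4 PDS (day 4) libraries lay above all 4 CT (day 4) libraries after removal of the kit effect (permutation test over all splits into 4 and 4, two-sided p = 0.0286). That p is not exact on such values, since the splits swap libraries across the kits, and is smaller than swaps within a kit could give. With the kit effect left in, of the 6 genes only the CCL5 libraries of the groups overlapped on rescaled TPM (exact permutation test, p = 0.114), whereas in TPM as deposited those of DDX60 (up to 5.91 in CT (day 4) and from 5.43 in PDS (day 4)) and CXCL10 did. In TPM as deposited, CXCL10 was at 0 in 2 of the 4 CT (day 4) libraries and at up to 0.115 in the others, against 0.074 to 0.677 in PDS (day 4), so its fold change depends on the pseudocount. The means of the rescaled TPM were 0.03 and 0.209. Of the 6 genes 5 passed with all libraries, 1 without PDS (day 4) replicate 2, 2 without CT (day 4) replicate 2, 2 without PDS (day 4) replicate 3 and 3 without PDS (day 4) replicate 1.

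**Figure D4:**
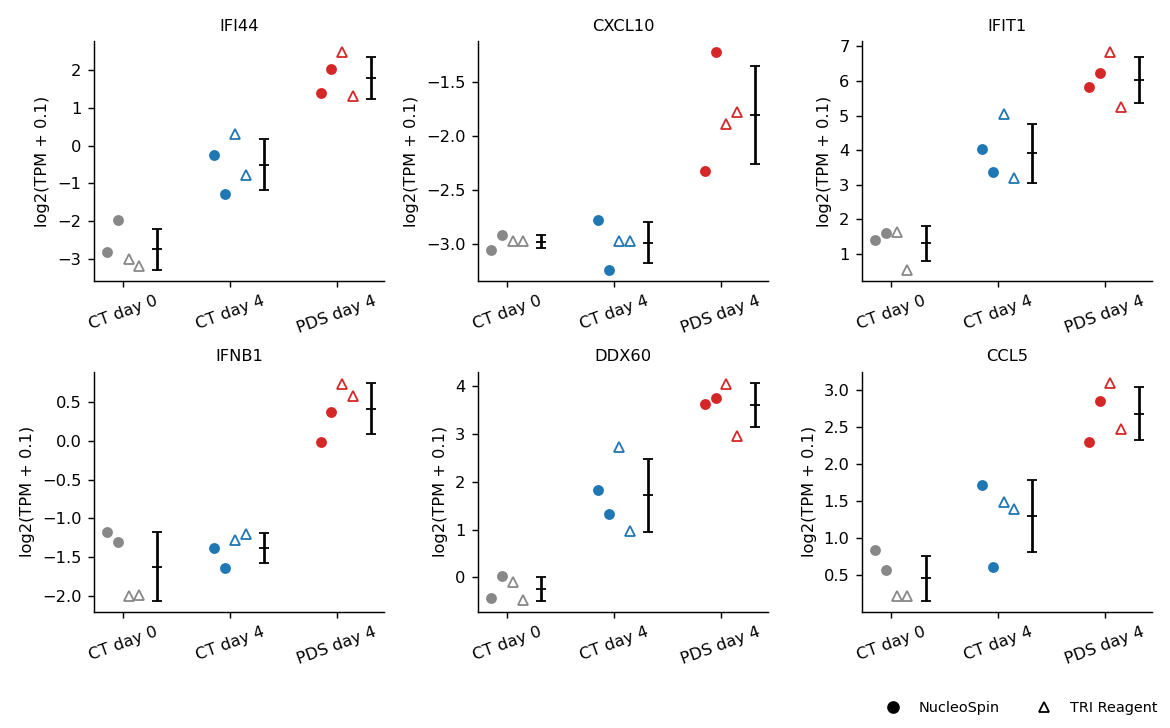
log2(TPM + 0.1) of 6 genes in each of the 12 libraries, TPM rescaled and with the kit effect removed. Points are libraries, filled circles NucleoSpin and open triangles TRI Reagent, black bars the mean ± SD of 4 libraries, and the vertical scale differs between genes.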

PDS-increased expression of six immune genes as detected with RT-qPCR (Figure 1C) was confirmed by RNA-seq data (Supplementary Table S1). At the same time, many pathways were reduced, including chromatin regulations, mitochondrial functions and translational processes (Figure 3B and Supplementary Figure S5A), which may be consistent with a slight delay of MCF-7 cell growth (Supplementary Figure S1B). 

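RPL3, a gene of the large ribosomal subunit, lies on chromosome 22 of hg19 from 39708887 to 39716394. Its TPM was 611 ± 29.3 (SD, n = 4) in CT (day 4) and 356 ± 31.0 in PDS (day 4), a log2 fold change of -0.78 (standard error 0.11, adjusted p = 0.0055 from limma). RPL12 and RPS25 fell by 0.68 and 0.78. TPM as deposited and quantile normalization kept the direction of the lists below, but quantile normalization put the median of the cytosolic ribosome at -0.22, and TPM as deposited put those of the mitochondrial ribosome, the respiratory chain, the chromatin genes and DNA replication at -0.07, -0.14, -0.09 and -0.17. Of 79 genes of the cytosolic ribosome 26 fell and 0 rose, with 66 lower adjusted over the list alone, and 78 had fold changes below 0 (median -0.58, adjusted p = 8.78e-39 from camera of limma). The list also passed with an estimated correlation (0.0206), though not with the replicate number as a term as well (adjusted p = 0.0579). MRPL24 was the only gene of the mitochondrial ribosome that fell, by 0.72 (adjusted p = 0.0195 from limma), and that list had a median of -0.22 (adjusted p = 1.24e-07 from camera, and adjusted p = 0.111 with an estimated correlation). Of the 76 respiratory chain and ATP synthase genes encoded in the nucleus 74 had fold changes below 0, with a median of -0.30 (adjusted p = 6.34e-15 from camera, and adjusted p = 0.0779 with an estimated correlation). None of them passed limma, over all genes or adjusted over the list alone. NDUFB4, a complex I gene, had a log2 fold change of -0.51 (adjusted p = 0.0906).
HIST1H2BM, a gene of histone H2B, lies on chromosome 6 from 27782822 to 27783267. Its TPM fell from 155 ± 21.8 to 67.1 ± 7.74, a log2 fold change of -1.20 (adjusted p = 0.00308 from limma). HIST1H2BG fell by 1.18, and HIST1H4A from a TPM of 167 ± 25.7 to 69.5 ± 15.6. These histone genes are near copies of one another and may share reads. Of 72 histone genes 42 fell and 0 rose, with 60 lower adjusted over the list alone. Their median was -1.05, with -1.46 in the NucleoSpin and -0.67 in the TRI Reagent libraries (adjusted p = 4.57e-51 from camera, and adjusted p = 0.0525 with an estimated correlation). HMGB2 and SSRP1, genes of chromatin proteins, had log2 fold changes of -1.08 and -0.50 that did not pass (adjusted p = 0.0545 and 0.0589 from limma). The chromatin list had a median of -0.24, 0 genes that passed and 4 lower adjusted over the list alone (adjusted p = 5.33e-07 from camera, and adjusted p = 0.101 with an estimated correlation). Its fall was smaller in TRI Reagent libraries, with a median difference from NucleoSpin of 0.264 (adjusted p = 9.23e-05 from camera at the preset, and 0.278 with an estimated correlation). The size of this difference depends on CT (day 4) replicate 4. Its mean log2 value against CT (day 0) was -0.454, against -0.147 in replicate 3 and -0.366 and -0.476 in the PDS (day 4) TRI Reagent libraries. In the DNA replication list RFC4, RPA3 and RFC2 fell, by 0.96, 1.01 and 0.78. Its median was -0.32, with -0.63 in the NucleoSpin and -0.05 in the TRI Reagent libraries (adjusted p = 1.41e-09 from camera, and adjusted p = 0.154 with an estimated correlation). Here too the TRI Reagent value depends on CT (day 4) replicate 4, with a mean of -0.73. Replicate 3 had -0.40, and the PDS (day 4) TRI Reagent libraries -0.60 and -0.66.

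**Figure D5:**
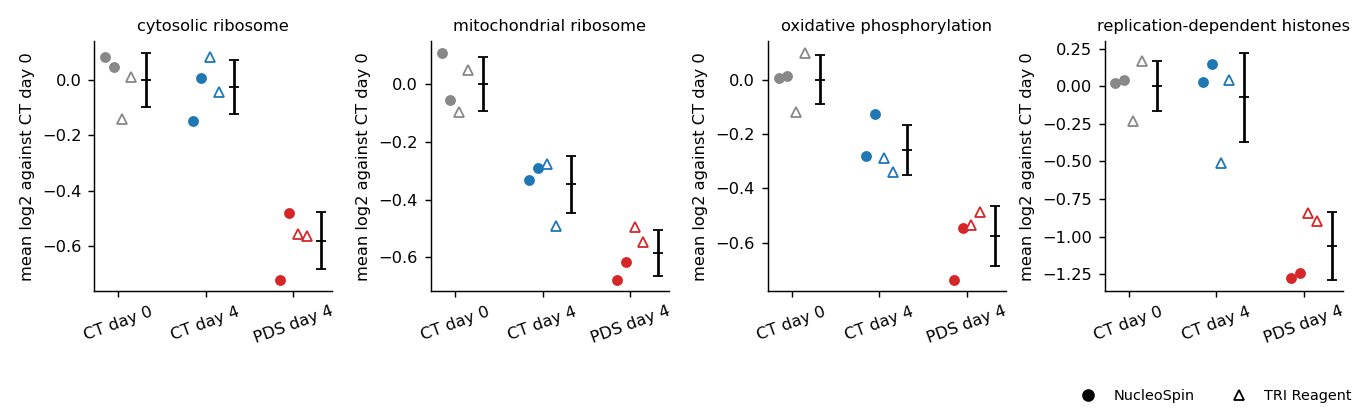
Mean log2(TPM + 0.1) of 79 genes of the cytosolic ribosome, 78 of the mitochondrial ribosome, 76 of the respiratory chain and ATP synthase and 72 histone genes in each library, minus the mean of CT (day 0), with the kit effect removed. Points are libraries, filled circles NucleoSpin and open triangles TRI Reagent, and black bars are the mean ± SD of 4 libraries.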

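GDF15, a stress-induced cytokine gene of the TGF-β family, lies on chromosome 19 of hg19 from 18485541 to 18499986. Its TPM was 75.9 ± 26.7 (SD, n = 4) in CT (day 4) and 238 ± 74.7 in PDS (day 4), a log2 fold change of 1.66 (standard error 0.27, adjusted p = 0.00847 from limma). IGFBP6, which encodes a secreted protein that binds insulin-like growth factors, rose from a TPM of 1.04 ± 0.0948 to 2.49 ± 0.614 (adjusted p = 0.0262 from limma). AREG, a growth factor gene, and IGFBP3, a paralog of IGFBP6, had log2 fold changes of -0.93 and 0.77 that did not pass (adjusted p = 0.0807 and 0.0948 from limma). Of 23 measured genes for secreted factors of the SASP, GDF15 and IGFBP6 rose and 0 fell, and 5 were higher and 2 lower adjusted over the list alone. The median log2 fold change was 0.20, with 13 genes above 0 and 10 below, and the list did not pass (adjusted p = 0.115 from camera of limma). The Reactome SASP set also holds histone genes, which are not the same as the histone list, and the whole set was not tested. Of its 49 other measured genes, MAPK3, which encodes the kinase ERK1, rose by 0.59 and RPS27A, which encodes ubiquitin fused to a ribosomal protein, fell by 0.57, and 1 was higher and 4 lower adjusted over the list alone. Their median was -0.01, with 27 of 49 below 0 (adjusted p = 0.177 from camera, and 0.0457 for a lower list with fgsea). TPM without rescaling put this median at 0.13 and quantile normalization at 0.

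**Figure D6:**
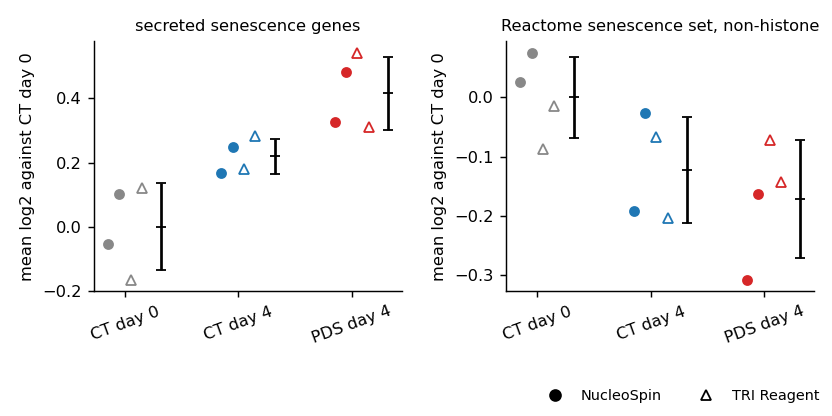
Mean log2(TPM + 0.1) of 23 genes for secreted SASP factors (left) and of 49 genes of the Reactome SASP set that are not histones (right) in each library, minus the mean of CT (day 0), with the kit effect removed. Points are libraries, filled circles NucleoSpin and open triangles TRI Reagent, and black bars are the mean ± SD of 4 libraries.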

Even though many cytokine genes were activated by PDS, we could not detect a general activation of SASP (senescence-associated secretory phenotype) (36), but rather its downregulation (Supplementary Figure S5C). Thus, RNA-seq data support that a non-cytotoxic PDS dose can induce a marked activation of type I interferon response genes, while slowing down basic metabolic processes in human cancer cells.

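SPATA18, a p53 target gene of mitochondrial quality control, rose from a TPM of 2.19 ± 0.617 (SD, n = 4) in CT (day 4) to 4.05 ± 0.25 in PDS (day 4) (log2 fold change 0.90, adjusted p = 0.0483 from limma). With GDF15 it made 2 of 27 p53 targets that rose, and 6 were higher and 1 lower adjusted over the list alone. The list had a median of 0.28 (adjusted p = 5.68e-05 from camera of limma, and adjusted p = 0.111 with an estimated correlation). The transcript of TP53 itself, which encodes p53, fell from a TPM of 61.5 ± 2.17 to 28.2 ± 1.51 (log2 fold change -1.12, standard error 0.14, adjusted p = 0.00259 from limma). It had risen by 0.65 in CT (day 4) over CT (day 0). ASNS, which encodes asparagine synthetase, was the only 1 of 28 genes of the unfolded protein response that fell, by 1.36, and that list did not pass (median 0.20, adjusted p = 0.0509 from camera), with 8 higher and 3 lower adjusted over the list alone. HSPA6, a heat shock gene, was the only 1 of 20 stress genes that rose, by 1.47. The stress list had a median of 0.28 (adjusted p = 0.0197, and adjusted p = 0.456 with an estimated correlation), and did not pass at the preset without CT (day 4) replicate 1 or 3 or PDS (day 4) replicate 2. From the higher expression of interferon response and other immune genes and the lower expression of genes for chromatin, mitochondria and translation, the paper proposes that a PDS dose that does not kill the cells can strongly activate type I interferon response genes and slow basic metabolism. It proposes a possible link of the latter to the slightly delayed growth in Supplementary Figure S1B, and states that it found no general SASP activation and instead lower expression of the SASP.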

**Figure 3.**
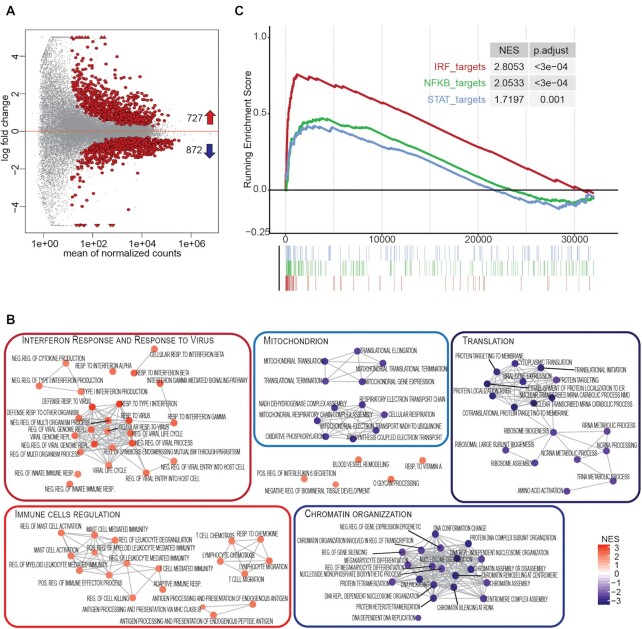
Specific effects of PDS on immune gene pathways. (**A**) MA plot of DE genes (red dots) in PDS (day 4) versus CT (day 4) contrast (*q*-value <0.05). Upward and downward arrows indicate the number of up- and downregulated genes, respectively. (**B**) Enrichment map showing GSEA results for PDS (day 4) versus CT (day 4) DE genes in GO ‘Biological Process’ gene sets (nodes) clustered by overlapping gene presence (edges). Gene sets are grouped into functional modules. Node color indicates NES as indicated on the right. Only the top 50 positively (red) and top 50 negatively (blue) enriched GO processes are shown. All nodes have adjusted *P*-values <0.005. (**C**) GSEA plot of enriched transcription factor target genes from TRASFAC database (29) for the PDS (day 4) versus CT (day 4) contrast. Top: enrichment score line plot. Bottom: position of genes along the ranked list of genes. NES and adjusted *P*-values are indicated.

### PDS triggers the activation of the cGAS–STING–IRF3 pathway in cancer cells

To determine the mechanisms of immune gene activation by non-cytotoxic PDS, we next investigated enrichment rates of target genes of transcription factors in the PDS-altered gene set (Supplementary Figure S5A). Target genes of IRF1–7, STAT1–9 and NF-κB transcription factors (Supplementary Data S10D) were among the top 10 target gene sets upregulated by PDS, whereas those of ERF2 factors were among the most downregulated genes (Figure 3C and Supplementary Figure S5D). These data supported that PDS-dependent reprogramming of expression profiles was driven by IRF1–7 family of transcription factors, which are involved in cytoplasmic nucleic acid sensing and *IFNB* gene activation (34).

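The study's table of target genes gives the members of the IRF, NF-κB and STAT lists, of which 50, 124 and 88 were measured. Among the IRF targets, XAF1 had the largest fold change of those that rose (3.09, adjusted p = 0.00222 from limma), and 14 rose and 0 fell, with 26 higher and 2 lower adjusted over the list alone. fgsea on the moderated statistics of limma gave a normalized enrichment score of 2.87 (adjusted p = 1.28e-14), and the median log2 fold change was 0.69. Among the NF-κB targets IFNL3, IFNB1, IFNL1, OPTN and IRF1 rose and TP53 fell, with 18 higher and 4 lower adjusted over the list alone. Their score was 1.94 (adjusted p = 1.57e-05) and their median 0.14, and camera gave an adjusted p of 0.00508, but adjusted p = 0.101 with an estimated correlation. Among the STAT targets OAS1, IRF1 and PML rose, with 8 higher and 2 lower adjusted over the list alone. Their score was 1.51 (adjusted p = 0.00965), and they passed neither camera at the preset (adjusted p = 0.336) nor with an estimated correlation (adjusted p = 0.504), with 45 fold changes above 0 and 43 below. By fgsea they did not pass in NucleoSpin libraries alone (adjusted p = 0.0703), without a kit term (adjusted p = 0.124) or in 1 of the 12 fits without 1 library. The IRF list passed in all 3 tests (adjusted p = 2.02e-13 and 0.0207 from camera of limma). PML, the gene of a nuclear body protein, rose by 0.83. The lists overlap: IRF and NF-κB targets share 12 genes, NF-κB and STAT targets 11, and IRF and STAT targets 2. The paper reports these 3 lists among the target sets most raised by PDS in the same samples, so the scores are not independent evidence. The genes of the ERF2 set are not given in that table.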

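IRF7, the gene of the interferon regulatory factor that amplifies interferon transcription, lies on chromosome 11 of hg19 from 612553 to 615999. Its TPM was 4.30 ± 0.949 (SD, n = 4) in CT (day 0), 9.32 ± 1.54 in CT (day 4) and 17.4 ± 1.32 in PDS (day 4). The log2 fold change between the groups at day 4 was 0.91 (standard error 0.19, adjusted p = 0.0309 from limma), and in untreated cells against day 0 it was 1.11 (adjusted p = 0.0132). IRF1, another gene of this family, rose with PDS by 0.88 (adjusted p = 0.0396 from limma). IRF3, the factor activated by phosphorylation, had 31.1 ± 4.67 TPM in CT (day 4) and 31.5 ± 5.28 in PDS (day 4), a difference within the spread of the libraries (log2 fold change 0.02, adjusted p = 0.986 from limma). TMEM173, which encodes STING, had a log2 fold change of 1.20 (adjusted p = 0.0905 from limma), and MB21D1, which encodes the DNA sensor cGAS, of 0.34 (adjusted p = 0.473). NFKB1, the gene of an NF-κB subunit, had -0.32 (adjusted p = 0.382 from limma). Of 17 genes of nucleic acid sensing, DHX58 rose by 2.04 and RNASEH2A, which encodes a subunit of the nuclease that removes RNA from RNA-DNA hybrids, fell by 0.79, with 5 higher and 1 lower adjusted over the list alone. That list had a median of 0.25 (adjusted p = 0.0378 from camera of limma, and adjusted p = 0.154 with an estimated correlation), and did not pass at the preset without CT (day 4) replicate 3 or PDS (day 4) replicate 2 or 3. The median difference of its changes between the kits, TRI Reagent minus NucleoSpin, was 0.264 and did not pass (adjusted p = 0.111 from camera). All 4 measured interferon genes rose with PDS over CT (day 4), IFNL1 by 1.73 and IFNL3 by 1.96 besides IFNB1 and IFNL2 (median 1.88, adjusted p = 4.76e-08 from camera, and 0.0206 with an estimated correlation). IFNL2 and IFNL3 are near copies of one another and may share reads.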

Thus, we next asked whether PDS-induced micronuclei were a source for cytoplasmic DNA activating the cGAS/STING/IRF3 pathway (37). Immunofluorescence microscopy (IF) showed that cGAS was bound to 25–40% of micronuclei induced by PDS, and that cGAS-positive micronuclei increase over time (Figure 4A). Moreover, cellular levels of cGAMP, a signaling molecule produced by activated cGAS (38), also increased in PDS-treated cells (Figure 4B). Thus, the data show that PDS-induced micronuclei are recognized by cGAS, which becomes activated catalyzing the synthesis of cGAMP (38). As cGAMP can signal the presence of cytoplasmic DNA to STING, we then wondered whether STING is also activated. IF images showed that STING signal was increased showing a perinuclear asymmetric pattern in PDS-treated cells as compared to untreated cells at day 4 (Figure 4C) and day 1 (Supplementary Figure S6A), suggesting a translocation of STING to the Golgi apparatus (39). In addition, a specific inhibitor of STING, H151 [which can block STING palmitoylation needed for its activation (40)], could substantially abolish STING localization to the Golgi (Figure 4C and Supplementary Figure S6A). As STING activity leads to the activation of IRF3 through phosphorylation (41), we then determined IRF3 status in PDS-treated MCF-7 cells. The results showed that IRF3 was translocated to the nucleus in an S396-phosphorylated IRF3 (pIRF3) form (Figure 4D and E and Supplementary Figure S7A). By western blot analyses, we could also detect a slight pIRF3 increase as compared to IRF3 in nuclear protein extracts of PDS-treated cells (Supplementary Figure S7B). Overall, our findings show that non-cytotoxic PDS concentrations can trigger the activation of the cGAS/STING/IRF3 pathway in human MCF-7 cells.

**Figure 4.**
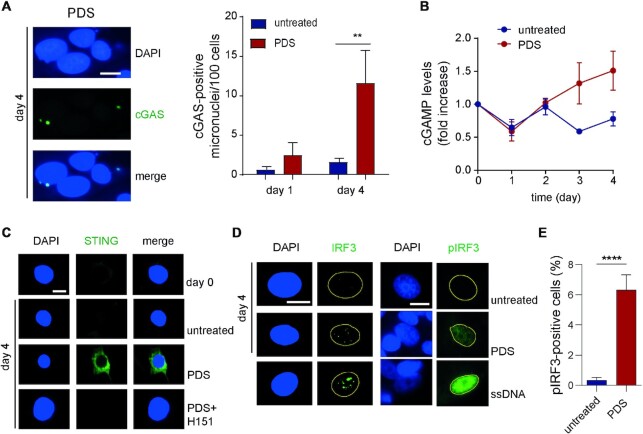
PDS triggers the activation of the cGAS–STING signaling pathway. (**A**) IF images of cGAS-bound micronuclei in MCF-7 cells treated with 10 μM PDS (left) and cGAS-positive micronuclei levels in untreated and PDS-treated cells (right). Data show means of three biological replicates. Significance was determined with a multiple paired *t*-test: **P-value <0.01. (**B**) Levels of cGAMP dinucleotide over time in untreated and PDS-treated MCF-7 cancer cells. cGAMP levels were determined using the Direct 2′,3′-Cyclic GAMP Enzyme Immunoassay Kit. Data show means ± SEM of at least three biological replicates. The *P*-value (determined with the Mann–Whitney test) is 0.057 at day 4. (**C**) IF image of STING in MCF-7 cancer cells as indicated [H151 (2μM) is a STING inhibitor]. (**D**) IF images of IRF3 and pIRF3 (phosphorylated Ser396 IRF3) in MCF-7 cancer cells as indicated. ssDNA indicates cells transfected with salmon sperm DNA as a positive control. (**E**) Fraction of pIRF3-positive (>2 nuclear foci) MCF-7 cells at day 4. Data show means ± SEM of two biological replicates. Significance was calculated by the chi-square test: ^****^P-value <0.0001. Scale bar is 10 μm.

### PDS induction of ISG expression is dependent on STING activation

Then, to demonstrate that the STING pathway is responsible for the induction of *IFNB* and ISG expression by PDS, we determined the effect on gene activation by STING inhibition with siRNAs or H151 inhibitor. Two different specific siRNAs were used and both of them were effective in reducing STING protein levels (Figure 5A). *IFNB* gene and ISG activation were effectively reduced by both siRNAs and H151 in PDS-treated cells (Figure 5B and C), showing that the STING pathway is the main mechanism of the activation of *IFNB* gene and ISG by non-cytotoxic PDS doses in MCF-7 cancer cells.

**Figure 5.**
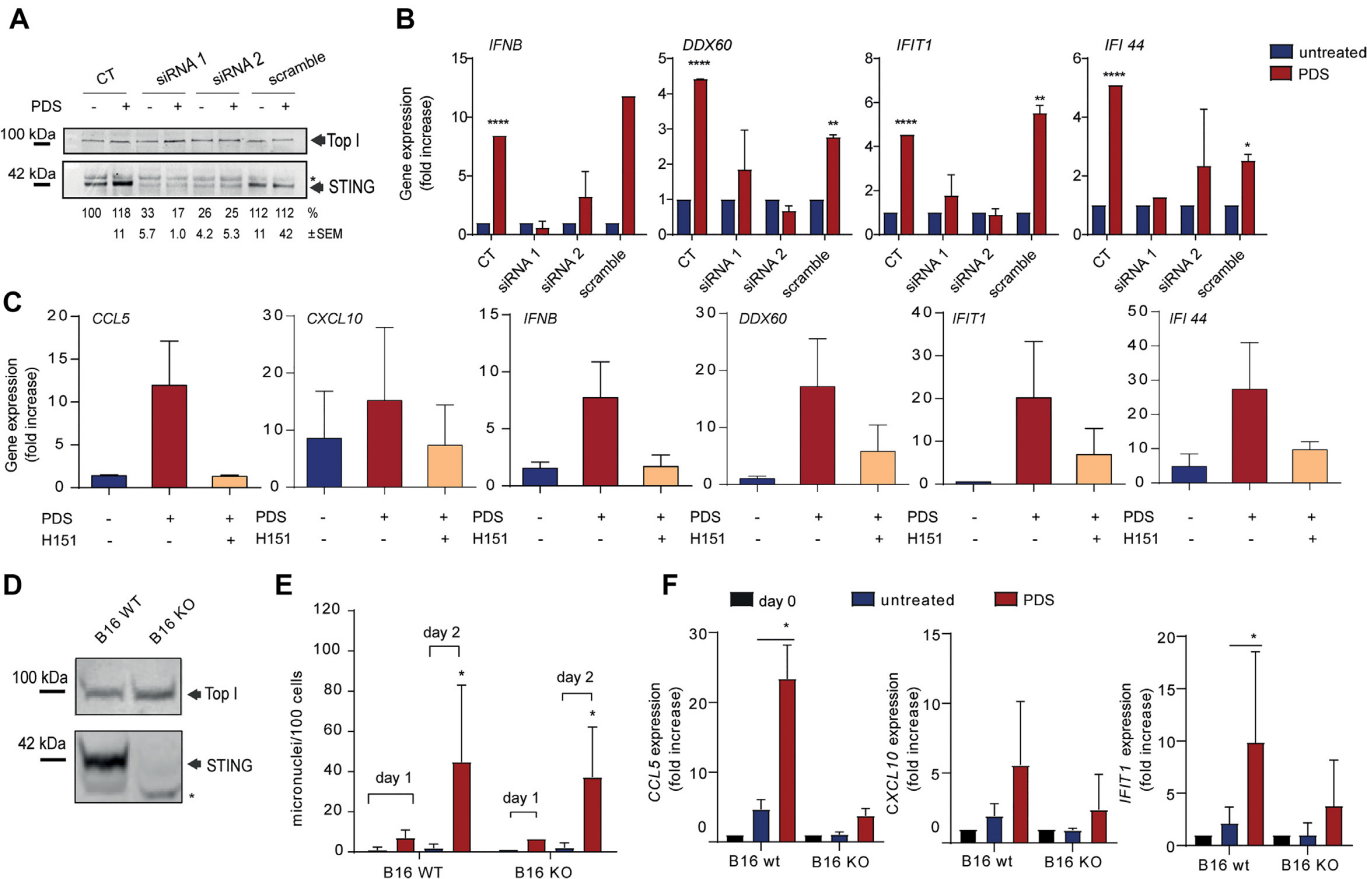
PDS-induced immune gene expression is markedly dependent on STING. (**A**) Western blot analysis showing STING silencing by two different siRNAs after 72 h in MCF-7 cells. Top I levels indicate protein loading. Asterisk indicates non-specific bands. STING band intensity levels from three biological replicates are reported as normalized percentage of untreated samples (untreated control (CT) = 100%; normalized on Top I intensity). Statistical significance was determined with a *t*-test: *P*-value <0.05 and <0.001 for untreated and PDS samples, respectively, for siRNA1; *P*-value <0.01 for untreated and PDS samples of siRNA 2. (**B**) Gene expression of the indicated immune genes induced by PDS (10 μM) at day 4. Expression levels were determined by RT-qPCR with and without STING silencing. Data show means ± SEM of two biological replicates. (**C**) Immune gene expression levels were determined at day 4 after treatment of MCF-7 cells with PDS (10 μM) or with PDS and H151 STING inhibitor (2 μM). Data show means ± SEM of two biological replicates. (**D**) Western blot analyses of STING content in murine melanoma B16 cells. Western blot analyses were performed in triplicate and STING band intensity quantification showed a 100% reduction in STING-KO B16 cells (*P*-value <0.0001). (**E**) PDS-stimulated micronuclei in wt and B16 cells at days 1 and 2 following PDS 10 μM treatment. Data show means ± SEM of at least three biological replicates. (**F**) Gene expression levels as detected by RT-qPCR of *CCL5*, *CXCL10* and *IFIT1* genes in wt and STING-KO B16 cells treated by PDS (10 μM). Data show means ± SEM of at least three biological replicates. In all graphs, significance was determined with a multiple unpaired *t*-test: *P-value <0.05; **P-value <0.01; ^****^P-value <0.0001.

We then extended the study to murine B16 melanoma cells by using a STING-KO cell line and corresponding wt B16 cells (20). A 24-h treatment with PDS led to a similar increase of micronuclei in both wt and KO B16 cells (Figure 5D and E). PDS also activated STING translocation to a perinuclear region in wt B16 cells, but not in KO cells or wt cells co-treated with H151 (Supplementary Figure S6B and C), showing that PDS can activate STING in a different cell type. Interestingly, the expression of three innate immune genes (*CCL5*, *CXCL10* and *IFIT1*) was activated by PDS in wt B16 cells, but not in KO B16 cells (Figure 5F). Thus, the findings show that STING is also activated by PDS in murine melanoma B16 cells likely leading to an inflammatory immune gene response.

### G4 binders can induce IFNB release from MCF-7 cells at non-cytotoxic concentrations

We then wondered whether gene activation resulted in increased cytokine protein levels in MCF-7 cells treated with PDS. Thus, we measured IFNB and other cytokines secreted into culture medium at day 4. Using an ELISA assay, IFNB protein was increased around 10-fold by PDS, and co-treatment with the STING inhibitor, H151, markedly reduced IFNB production (Figure 6A). We also determined the presence of several other cytokines in culture medium with a membrane blot assay, showing that CCL5 was increased whereas other detected cytokines were not affected by PDS (Figure 6B and Supplementary Figure S7C). The data thus show that PDS has a specific effect on cytokine secretion into culture supernatants.

**Figure 6.**
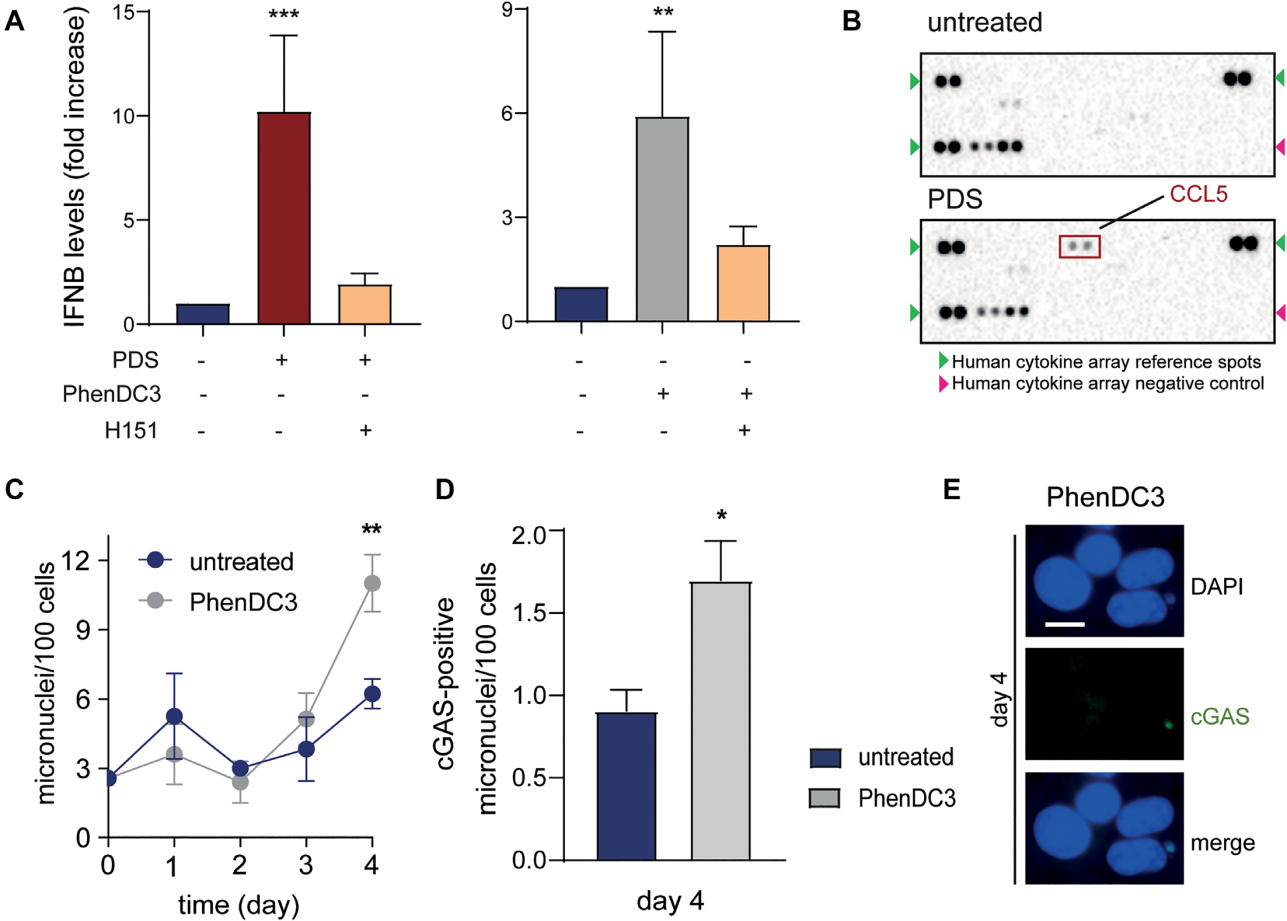
PDS and PhenDC3 induce cytokine secretion mediated by STING activity. (**A**) IFNB levels as detected with an ELISA assay in culture supernatants of MCF-7 cells treated with PDS (10 μM) or PhenDC3 (0.5 μM), with and without co-treatment with H151 STING inhibitor (2 μM). Data show means ± SEM of at least three biological replicates. Significance was determined with the multiple paired *t*-test. (**B**) Levels of cytokines in culture supernatants of MCF-7 cells untreated or treated with PDS (10 μM) at day 4 as detected with a Human Cytokine Array Kit. The red square indicates CCL5 cytokine spots, detected in PDS-treated cell supernatants. A representative immunoblot is shown of two biological replicates. (**C**) Kinetics of micronuclei induction by PhenDC3 (0.5 μM) in MCF-7 cells. Data show means ± SEM of at least three biological replicates. Significance was determined with the unpaired multiple *t*-test. (**D**) cGAS-positive micronuclei induced by PhenDC3 (0.5 μM) in MCF-7 cells at day 4. Data show means of three biological replicates. Significance was determined with the paired multiple *t*-test. (**E**) IF images of cGAS-positive micronuclei induced by PhenDC3 (0.5 μM) at day 4. Scale bar is 10 μm. In all graphs, *P-value <0.05, **P-value <0.01 and ***P-value <0.001.

Next, we asked the question of whether another G4 binder, structurally unrelated to PDS, PhenDC3 (1,5,42), could also affect innate immune gene expression in MCF-7 cells. The results showed that IFNB protein levels were increased around 6-fold by PhenDC3 at a non-cytotoxic concentration (0.5 μM) (Supplementary Figure S1A). Interestingly, PhenDC3 effects were dependent on STING activity as its inhibition significantly reduced the amount of secreted IFNB (Figure 6A). Moreover, PhenDC3 was able to trigger a micronuclei increase, even if to a lower extent than PDS, within the same time range (Figure 6C). PheDC3-induced micronuclei were recognized by cGAS (Figure 6D and E). The data therefore show that a structurally distinct G4 binder, PhenDC3, activates *IFNB* in human cancer cells by triggering the formation of micronuclei and activating the cytoplasmic STING signaling pathway.

We next wondered whether a G4 binder can induce an innate immune gene response in non-cancer cells. Therefore, we measured the transcriptional activation of *CCL5*, *CXCL10*, *IFNB*, *DDX60*, *IFI44* and *IFIT1* genes in normal human MRC5 cells as well as IFNB protein levels secreted into cell culture medium. The results show that only *IFNB* gene is activated by PDS in MRC5 cells and that secreted IFNB protein is much less in MRC5 than in MCF-7 cells (Supplementary Figure S8), documenting that cancer cells show a higher immune gene response to PDS than normal MRC5 cells.

### PDS gene signature can predict immunological hot features in human breast tumors

As STING activation can exert either immune antitumor-suppressive or -stimulating effects depending on context and duration (43,44), we wondered whether STING-mediated transcriptional profiles induced by PDS were associated with immunological hot or cold features in human breast cancers. Therefore, we analyzed gene expression data of 1064 primary breast tumor samples from the GDC TCGA project (45). Using the PDS upregulated gene (n=727) list, cluster analysis of co-expression of these genes across BRCA tumor samples enabled us to identify three distinct subsets of PDS upregulated genes based on expression patterns in TCGA BRCA samples (Supplementary Figure S9A and Supplementary Data SD11). Among them, the master regulation prediction showed that one subset, Signature-3 set (102 genes), was mostly composed of genes regulated by the IRF transcription factor family, whereas Signature-2 (236 genes) and Signature-1 (266 genes) sets were not enriched for gene targets of one or few transcription factors (Figure 7A and Supplementary Data SD12–SD14). Interestingly, correlation analyses of Signature-3 set enrichment score and tumor immune features in BRCA samples showed a strong correlation of Signature-3 score with infiltrating macrophage M1, T-cell regulatory and follicular helper T cells (Figure 7B-C). These immune cells were reported to elicit antitumor response (30,46–48). Moreover, Signature-3 score was positively correlated specifically with Th1 (but not Th2 and Th17) CD4 T-cell subpopulations, which has been associated with antitumor response and better prognosis (30,46–48). Signature-1 set showed a much lower association with immune cell infiltration and pathway upregulation (Supplementary Figure S9B–D), while Signature-2 set showed a very low correlation with most of immune cell types except for a positive correlation with mast cells and Th17 lymphocytes (Supplementary Figure S9B–D), which do not support antitumor effects (46,49). Not only Signature-3 score was strongly associated with infiltrating antitumor immune cells, but it also correlated with upregulated KEGG pathways primarily related to immune responses, antigen presentation and cytosolic DNA sensing pathway (Figure 7D). Signature-3 score showed instead a negative correlation with macrophage M2 and mast cell infiltration (Figure 7B), which were associated with tumor progression and metastasis (47,50). Consistently, a high Signature-3 score could predict a better survival of BRCA tumor patients, whereas a low score predicted a worst outcome (Figure 7E). Signature-1 and Signature-2 did not show a significant prediction value (Supplementary Figure S9E). Interestingly, breast tumor samples with somatic damaging (nonsense, frameshift or missense) mutations in *BRCA1* or *BRCA2* genes showed a higher expression of Signature-3 score than tumors with *BRCA1/2* wt genes (Supplementary Table S3). However, sample numbers are very low for *BRCA* gene mutations (Supplementary Table S3); therefore, these observations need to be confirmed by further studies.

**Figure 7.**
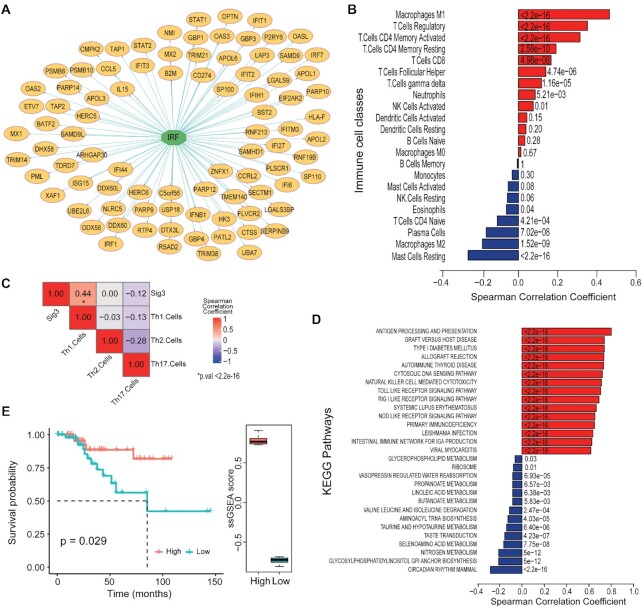
A PDS gene signature can distinguish immunological hot from cold human breast cancers. (**A**) Gene network of Signature-3 genes regulated by IRF family transcription factor. (**B**) Bar plots of Spearman correlation coefficient between ssGSEA Signature-3 and infiltrating immune cells for TCGA BRCA tumor samples (45). *P*-values are indicated for each bar. (**C**) Heatmap showing Spearman correlation between ssGSEA Signature-3 and infiltrating Th1, Th2 and Th17 cells for TCGA BRCA tumor samples. Correlation values are indicated for each comparison. (**D**) Bar plots of Spearman correlation coefficient between ssGSEA Signature-3 and ssGSEA KEGG pathway scores for TCGA BRCA tumor samples. Only top 15 and bottom 15 pathways are shown. *P*-values are indicated for each bar. (**E**) Survival plot of progression-free interval of TCGA BRCA tumor samples grouped into two classes with high (red line and box plot, 95th percentile) or low (blue line and box plot, 95th percentile) ssGSEA enrichment score for Signature-3. *P*-values of the log-rank test are shown in the plot.

These findings show that the expression of Signature-3 genes is strongly associated with features of immunological hot tumors (30) and with a favorable prognosis in the TCGA breast cancer dataset, suggesting that PDS-dependent STING activation may elicit an antitumor immune response.

## DISCUSSION

Our results demonstrate that both PDS and PhenDC3, established G4 binders, increase micronuclei formation and innate immune genes in cancer cells at cytostatic concentrations. The data provide clear evidence that a major mechanism of the innate immune gene response is the activation of the cytoplasmic cGAS–STING–IRF3 signaling pathway by ligand-induced micronuclei. Moreover, we have established a PDS gene signature from PDS-upregulated genes in human MCF-7 breast cancer cells that can split TCGA BRCA tumors into distinct classes with immunological hot or cold features and diverse survival outcomes. Our findings therefore establish a new mode of action of G4 binders that can have a marked impact on the development of new anticancer therapeutic strategies.

In past decades, the search of new anticancer G4 binders aimed at the discovery of more cytotoxic ligands interfering with specific G4 structures at oncogenes or telomeres (1,5,8). However, G4 binders are often less cytotoxic (IC_50_ values in the μM range for 24-h treatments) in proliferating cancer cells than other DNA-targeting, clinically effective anticancer agents such as alkylating drugs and topoisomerase poisons (IC_50_ values in the nM range for 24h treatments). G4 binders are also known to promote DNA damage, which can be associated with autophagy with contrasting effects on cell killing potency of G4 binders (51–54). 

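OPTN, which encodes the autophagy receptor optineurin, lies on chromosome 10 of hg19 from 13141449 to 13180291. In the RNA-seq of MCF-7 cells its TPM was 4.24 ± 0.913 (SD, n = 4) in CT (day 4) and 9.85 ± 2.41 in PDS (day 4), a log2 fold change of 1.19 (standard error 0.23, adjusted p = 0.0236 from limma). ATG9B, which encodes a membrane protein of autophagosome formation, rose from a TPM of 0.371 ± 0.128 to 1.41 ± 0.314 (log2 fold change 1.69, adjusted p = 0.0286 from limma). TP53INP2, a gene of a nuclear protein that enters autophagosomes, and SQSTM1 had log2 fold changes of 1.15 and 0.62 that did not pass (adjusted p = 0.0508 and 0.0517 from limma). OPTN and ATG9B were the only 2 of 54 autophagy genes that rose in this direct comparison at day 4, 0 fell, and 8 were higher adjusted over the list alone. The median was 0.07, with 33 genes above 0 and 21 below (adjusted p = 0.0123 from camera of limma, and adjusted p = 0.101 with an estimated correlation). Without PDS (day 4) replicate 2 the list did not pass at the preset either (adjusted p = 0.0553). OPTN is also an IRF and NF-κB target in the study's table.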

Consistently, autophagy-related GO processes are upregulated by PDS in MCF-7 cells (Figure 2B) likely to help removing micronuclei from the cytoplasm (22). A main result of the present study is the discovery of a marked activation of immune gene expression by two G4 binders at non-cytotoxic concentrations. In agreement with previous reports (11,12), PDS can induce DNA damage and trigger micronuclei increases in surviving breast cancer MCF-7 cells (Figure 1B) and osteosarcoma U2OS cells (12). On the other hand, PhenDC3 is reported to be less effective in inducing DNA damage than PDS (1,5,42), while it is able to induce an increase of micronuclei at several hours after cell treatment (Figure 6C–E). Recent data show that PDS and PhenDC3 can have different mechanisms of cytotoxicity as DNA topoisomerase II may mediate DNA damage and cell killing triggered by PDS but not by PhenDC3 (55). Thus, even though mechanisms of micronuclei formation remain to be defined, our findings establish that micronuclei are induced by non-cytotoxic concentrations of both the binders leading to STING-mediated IFNB production and an innate immune gene response in cancer cells. In contrast, *IFNB* gene was activated by PDS at much lower levels in normal human MRC5 cells (Supplementary Figure S8), indicating that immune gene activation may be specific for tumor cells. Interestingly, in normal neurons, G4 binders have been shown to accelerate cellular aging (56–59) under conditions of persistent *PARP1* activation (56) or prolonged exposure to G4 binders (57). However, we treated cancer cells only once for 24 h and then determined gene expression profiles after 3 days of recovery in drug-free medium. Under these conditions, we have detected a downregulation of the SASP pathway by PDS in MCF-7 cells (Supplementary Figure S5C). Thus, G4 binders can have different molecular and cellular effects in normal versus cancer cells that need to be investigated further and should be considered in drug discovery programs.

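Against CT (day 0), GDF15 had a log2 fold change of 2.18 in PDS (day 4) (standard error 0.27, adjusted p = 0.000514 from limma), from a TPM of 51.8 ± 13.6 (SD, n = 4). IGFBP6, IGFBP3, INHBA and PLAT, genes of secreted growth factor partners, an activin subunit and a protease, rose by 1.37, 0.89, 1.43 and 1.17 (PLAT was chosen after its value was seen). These were the 5 of 23 genes for secreted SASP factors that rose, 0 fell, and 9 were higher and 1 lower adjusted over the list alone (median 0.46, adjusted p = 0.0021 from camera of limma, and adjusted p = 0.0663 with an estimated correlation). The median in CT (day 4) was 0.16 (adjusted p = 0.0272 from camera, 0.259 with an estimated correlation, and not passing at the preset without CT (day 0) replicate 1 or 3 or CT (day 4) replicate 2 or 4), and 0 genes passed limma over all genes and 1 adjusted over the list alone. Of the 49 genes of the Reactome SASP set that are not histones, 2 rose and 7 fell with PDS against CT (day 0), with a median of -0.18 (adjusted p = 0.0126 from camera, and adjusted p = 0.211 with an estimated correlation), and did not pass at the preset without PDS (day 4) replicate 1. That median was 0.06 in TPM without rescaling and -0.01 after quantile normalization. MAPK3 and RPS6KA2, genes of the ERK pathway, rose by 0.70 and 0.95 (RPS6KA2 was chosen after its value was seen), and RPS27A fell by 0.66.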

Our results also show that ligand-induced activation of innate immune genes and increase of secreted IFNB levels were much reduced, but not fully abolished, following STING inhibition or depletion (Figures 5 and 6). These observations suggest that STING-independent mechanisms may contribute to immune gene response to G4 binders in cancer cells. Similarly to other G4 binders, PDS and PhenDC3 can target different sets of DNA and RNA G4s in living cells resulting in multiple biological effects, including replication interference, transcription and translation impairments, and chromatin changes (1,2,5,8,13). Thus, as ligand effects at cellular levels are likely the result of a balanced interplay of several molecular activities, the target specificity of immunomodulation activity needs to be established in future works on G4-targeting compounds.

Innate immunity (or viral mimicry) is an important factor contributing to the clinical efficacy of standard chemotherapeutic regimen in breast cancer patients (60,61). As different DNA-damaging anticancer agents can stimulate antitumor immune responses, the mechanisms of innate immune activation can, however, be different among different agents (44). As innate immunity activation can prime anti-checkpoint immunotherapy (43), cytostatic G4 binders may stimulate antitumor immunity in unresponsive cold tumors without affecting normal cell vitality. However, as micronuclei can be a source of further genome instability (62,63), future studies need to define fully the mechanisms of genome alterations by micronuclei in cancer cells and its interplay with stimulated antitumor immunity. In addition, as STING and cGAS expression levels can vary substantially among human tumor types (64,65) and the human *STING* gene has allelic haplotypes encoding for protein variants with reduced activity (66,67), G4 binder immunomodulation potency can likely vary among different cancer types and patients. Interestingly, MCF-7 breast cancer cells have a *BRCA1* gene loss (68) that may have contributed to the detected levels of immune gene activation and micronuclei formation. The observation that the PDS gene Signature-3 score is higher in TCGA breast tumors with somatic damaging mutations of *BRCA1* gene (Supplementary Table S3) might suggest that deficiency in homologous recombination pathway may lead to high micronuclei accumulation as observed previously in osteosarcoma U2OS cancer cells (12). The data are in agreement with the BRCAness status of tumors leading to increased genomic instability (69) and, possibly, to innate immune activation as shown previously in breast cancer samples (70). However, further investigations are needed to define the mechanistic of *BRCA1/2* gene status on G4 binder immune gene activation in cancer cells.

In conclusion, the present findings demonstrate that cytostatic doses of two established G4 binders activate a cytoplasmic cGAS- and STING-dependent signaling pathway leading to innate immune gene activation in cancer cells. We propose that cytostatic G4 binders can have a promising immunomodulation activity that may be exploited to increase the therapeutic index of chemo-immunotherapy combinations in cancer patients. Thus, our findings open to the discovery of effective immune-modulating G4 binders and the development of novel chemo-immunotherapeutic anticancer regimen.

## DATA AVAILABILITY

High-throughput sequencing data files can be found at Gene Expression Omnibus GSE161418. Additional resources and data related to this paper may be obtained from authors upon request.

## Supplementary Material

gkab500_Supplemental_Files

# Supplementary material for: G-quadruplex binders as cytostatic modulators of innate immune genes in cancer cells
**Source:** Nucleic Acids Res. 2021 Jun 17;49(12):6673–86. doi: 10.1093/nar/gkab500
**Supplement:** gkab500_Supplemental_Files

SUPPLEMENTARY MATERIALS

Title

- Full title
- **Cytostatic G-quadruplex binders activate innate immune genes in cancer cells**
- Short title
- **G-quadruplex binders and innate immune genes**

Authors

Giulia Miglietta †, Marco Russo †, Renée C. Duardo and Giovanni Capranico *

† These authors contributed equally to the paper.

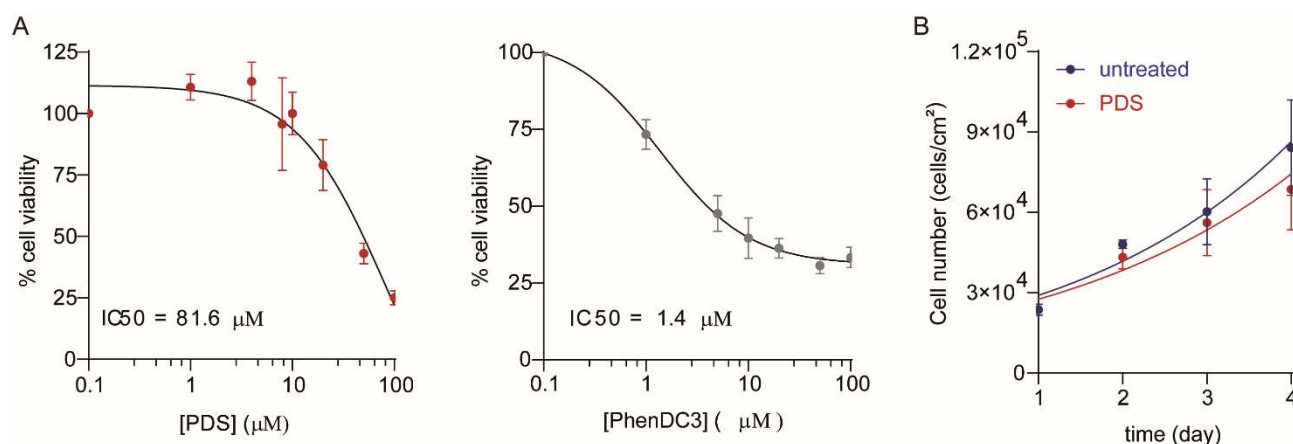

Figure S1. G4 binders (PDS and PhenDC3) cytotoxicity and MCF-7 cells growth curves

A) MTT proliferation assay performed to investigate the PDS and PhenDC3 cytotoxic activity in MCF-7 cancer cells. The graph is reported as the means $\pm$ SEM of three independent biological replicates. PDS IC_{50} is $81.6 \mu\text{M}$ and PhenDC3 IC_{50} is $1.4 \mu\text{M}$. The results demonstrate that the concentration of 10 and $0.5 \mu\text{M}$ of PDS and PhenDC3, respectively, used to determine micronuclei formation and IFNB production are non-cytotoxic concentrations; **B)** The graph shows cell growth curves of untreated- and PDS- ($10 \mu\text{M}$) treated MCF-7 cells. Data are the means $\pm$ SEM of three biological replicates. Data showed that PDS at $10 \mu\text{M}$ does not significantly influence the MCF-7 proliferation rate (cell doubling times are 40 and 46 hours without and with PDS).

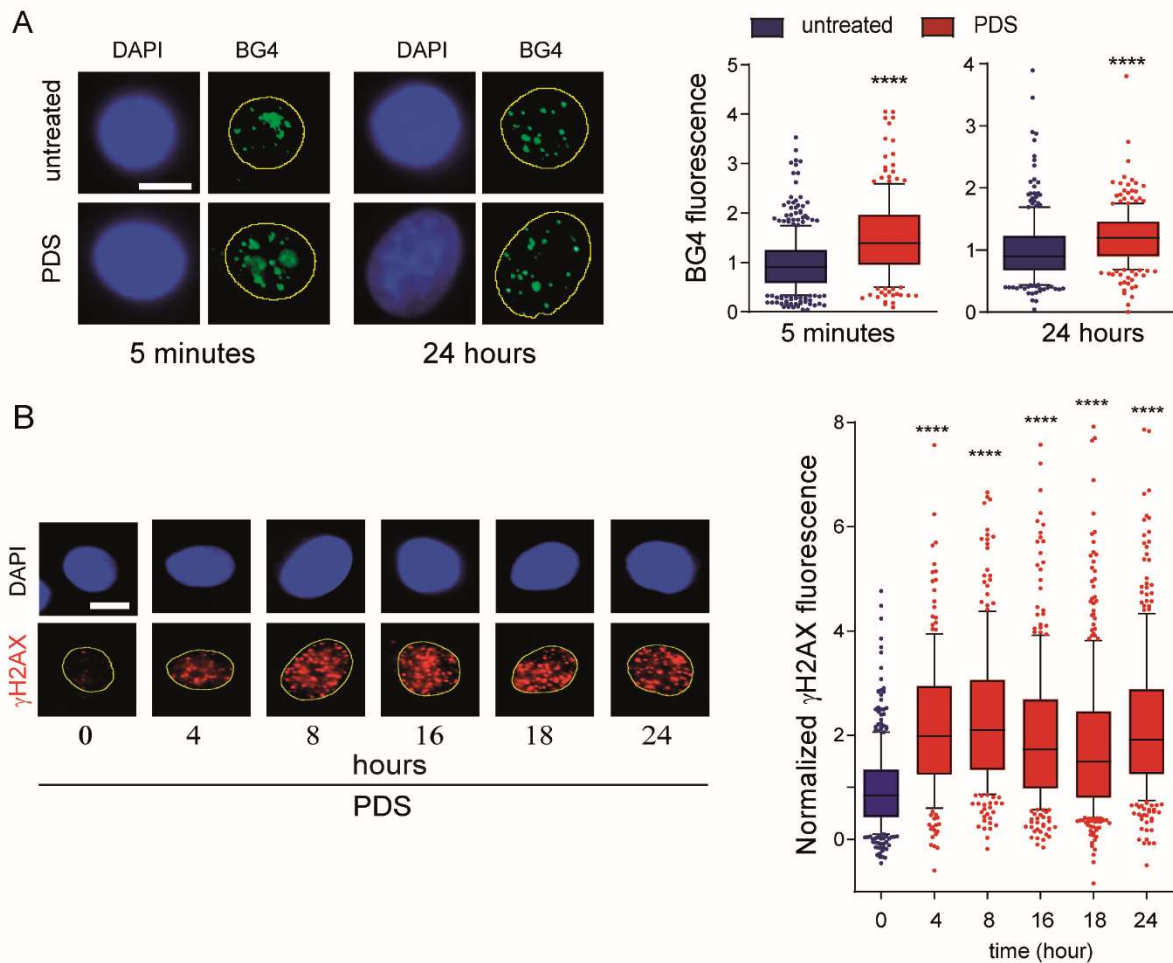

Figure S2. PDS induces G4s and DNA damage in MCF-7 cancer cells

A) Representative images of BG4 immunofluorescence in MCF-7 cells after 5 minutes and 24 hours of PDS (10 μ M) (left) and BG4 fluorescence quantification (right). These data showed that PDS promotes G4s formation detected by the specific BG4 scFv antibody after 5 minutes and 24 hours of treatment; **B)** Representative images of DNA damage induction kinetic (detected as γ H2AX signal) by PDS (10 μ M) after 4, 8, 16, 18 and 24 hours of treatment. The graph represents the γ H2AX nuclear fluorescence quantification (right). Immunofluorescence assays clearly demonstrated that PDS results to DSBs in MCF-7 cancer cells after 4, 8, 16, 18 and 24 hours of treatment. Scale bar is 10 μ m. The graphs reported are the median of three biological replicates and significance has been calculated by the Kolmogorov–Smirnov parametric test. * p -value<0.05, ** p -value<0.01, *** p -value<0.001, **** p -value<0.0001. The graphical representation of fluorescence quantification is reported as box- (25-75 percentile range) and whisker- (10-90 percentile range) plots in which the horizontal bars represent the median value.

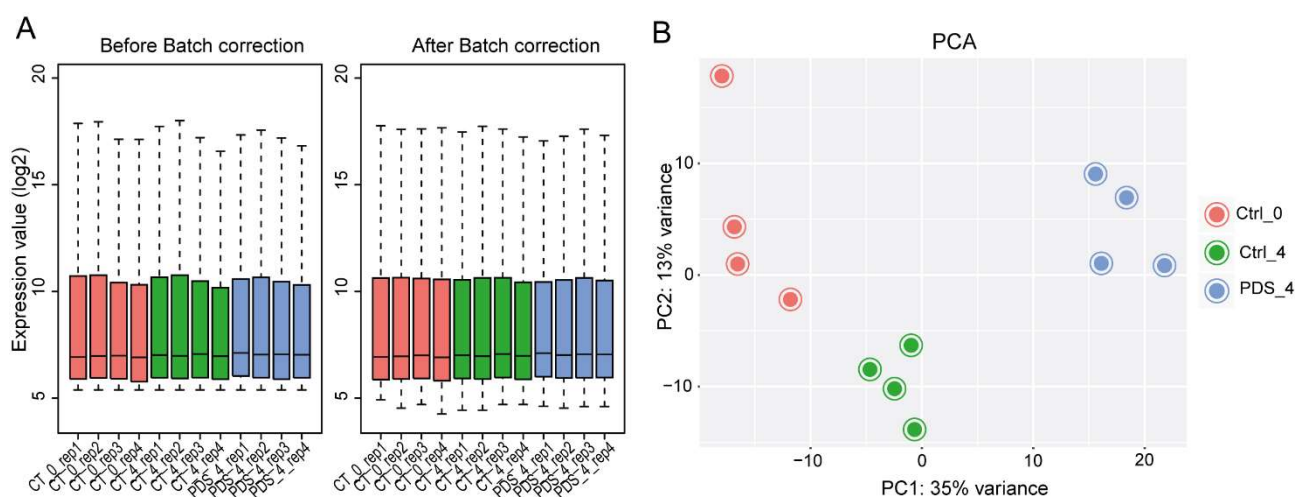

Figure S3. Quality checks of batch-corrected and normalized RNA-seq data

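RNA from 2 extraction kits entered these boxplots. Small non-coding RNAs took 41.7 to 55.5% of the TPM in the 6 NucleoSpin libraries and 71.5 to 77.7% in the 6 TRI Reagent libraries. RN7SL1 and RN7SL2 alone took 25.0 to 35.1% and 30.9 to 42.8%. Because TPM values of a library add up to the same total, the TPM of most other genes was lower in TRI Reagent libraries before rescaling, though not of the histone list, whose median was 0.58 higher. The factors of the median-of-ratios scaling were 1.20 to 1.60 in NucleoSpin and 0.521 to 0.892 in TRI Reagent libraries. At least 0.1 TPM was reached by 24578 to 27684 genes in NucleoSpin and by 20275 to 24011 genes in TRI Reagent libraries.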

A) Boxplots showing distribution of gene expression values in all sample replicates before and after batch correction step. Batch correction was performed on gene-level counts using *batchcorr* function from limma R package; **B)** PCA plot of RNA-seq read counts of all sample replicates. 

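Histone genes of the HIST clusters, whose transcripts mostly lack a poly(A) tail, differed most clearly as a list between the kits. Of 72, 66 were higher in TRI Reagent libraries, with a median log2 difference of 1.56 (adjusted p = 2.84e-22 from camera of limma, and 0.554 with an estimated correlation). Genes of the G2 and M phases were lower in TRI Reagent libraries, 25 of 36, with a median of -1.40 (adjusted p = 5.03e-05), and 15 of 20 stress genes were higher, with a median of 1.05 (adjusted p = 0.00031), but neither list passed with an estimated correlation (adjusted p = 0.554 for each). Quantile normalization kept these 3 directions, and so did TPM without rescaling, which shifted the median of all genes by -0.74. At an adjusted p under 0.05 from limma, 7149 genes were higher and 7986 lower in TRI Reagent than in NucleoSpin libraries, 56.4% of the tested genes. Without rescaling of TPM, 412 were higher and 14885 lower. On values with the kit effect left in, the first principal component of the 500 most variable genes held 54.2% of the variance and the second 12.2%. Over these genes, libraries of one group had a median distance of 57.9 and libraries of different groups of 51.8. Within groups 12 pairs joined different kits and 6 the same kit, against 24 and 24 between groups, so the kit weighs more on the first median. For 10 of the 12 libraries the nearest other one was of the same group.

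**Figure D7:**
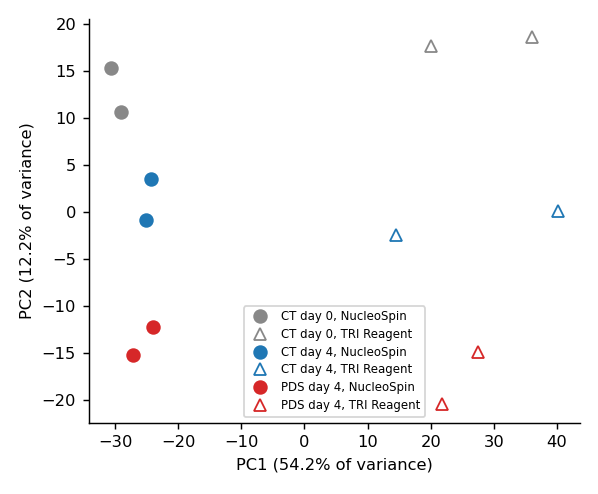
Scores of the 12 libraries on the first and second principal components of the 500 most variable genes, on log2(TPM + 0.1) with the kit effect left in. Each point is 1 library, colours mark the group, filled circles NucleoSpin and open triangles TRI Reagent.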

Replicates are colored by sample as in legend.

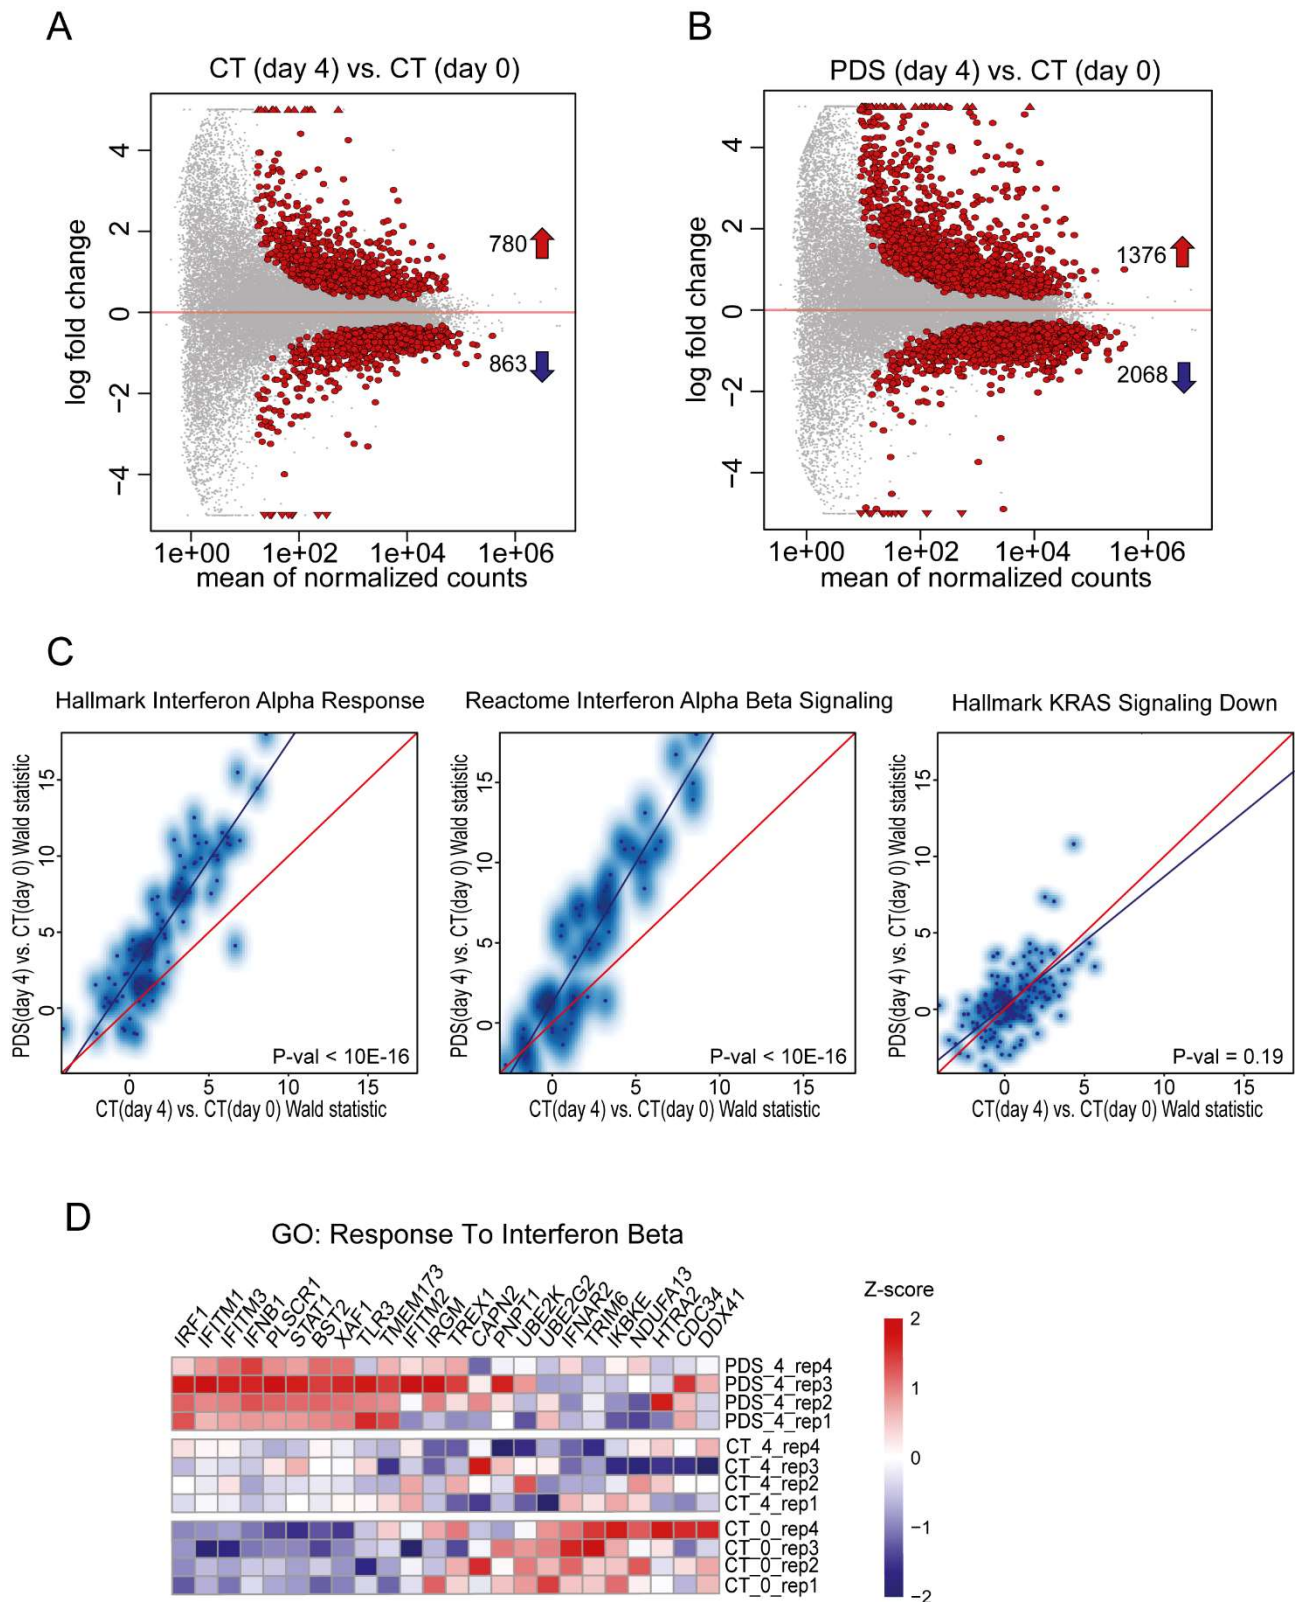

Figure S4. Immune-related pathways are activated somewhat in untreated cells, but prominently in PDS-treated cells

A) MAplot of differentially expressed genes (red dots) in CT (day 4) vs. CT (day 0) contrast (q -value < 0.05). Upward and downward arrows indicate the number of upregulated and downregulated genes, respectively; **B)** MAplot of differentially expressed genes (red dots) in PDS (day 4) vs. CT (day 0)

contrast ($q\text{-value} < 0.05$). Upward and downward arrows indicate the number of upregulated and downregulated genes, respectively. **C)** Scatterplots of Wald-statistic (computed by DESeq2) in CT (day 4) vs. CT (day 0) contrast (x-axis) and PDS (day 4) vs. CT (day 0) contrast (y-axis). 

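Both axes of such a plot hold the same CT (day 0) libraries. Over all tested genes, the log2 fold changes of CT (day 4) and PDS (day 4) against CT (day 0) correlated with r = 0.579 (covariance 0.155) across genes, which are not independent replicates. Unchanged groups simulated against the same CT (day 0) libraries gave a mean r of 0.500 (covariance 0.069) and at most 0.528 (covariance 0.0746). The simulated noise was independent between genes, whereas real libraries share deviations across genes. Real unchanged groups could therefore spread more widely, and the simulated range cannot decide whether the observed r is beyond chance. With the CT (day 0) libraries split between the axes, r was 0.233 to 0.312 and the covariance 0.0799 to 0.101. OAS2, a paralog of OAS1, rose on both axes, by 2.15 in untreated cells and by 5.05 with PDS, and so did IFI44, by 2.25 and 4.54, and APOL3, an apolipoprotein L gene, by 2.13 and 3.92 (limma, each passing).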

Each dot represents a gene belonging to the gene set in plot title. Blue line in each plot represents the regression line of the data. Black line represents the condition in which both contrasts show the same Wald statistic. Statistical significance of the difference between blue and black lines was tested using Kolmogorov-Smirnov test. P-value of this test is reported in each plot; **D)** Heatmap showing Z-scores (column) for each sample (row) of genes belonging to “GO: Response to Interferon Beta” gene set.

A

Significantly DE genes in PDS(day 4) vs. CT(day 4) contrast

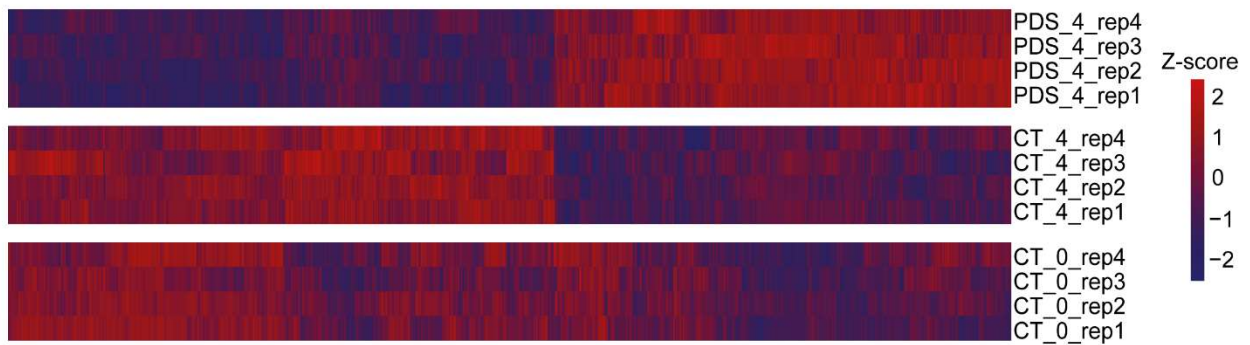

B

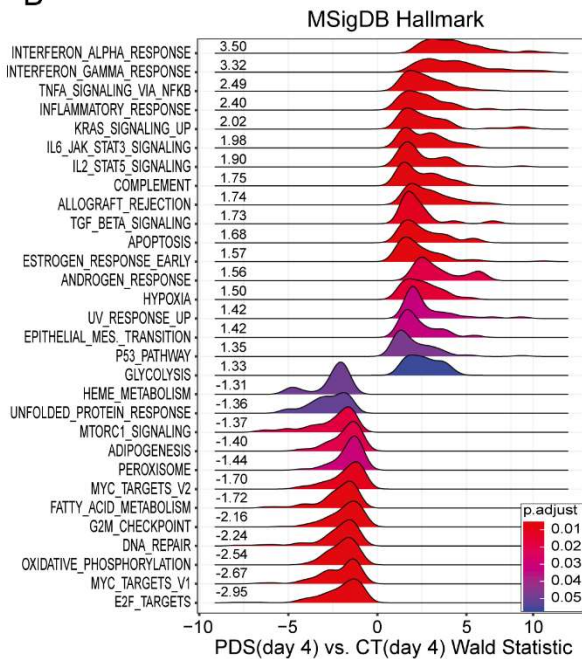

D

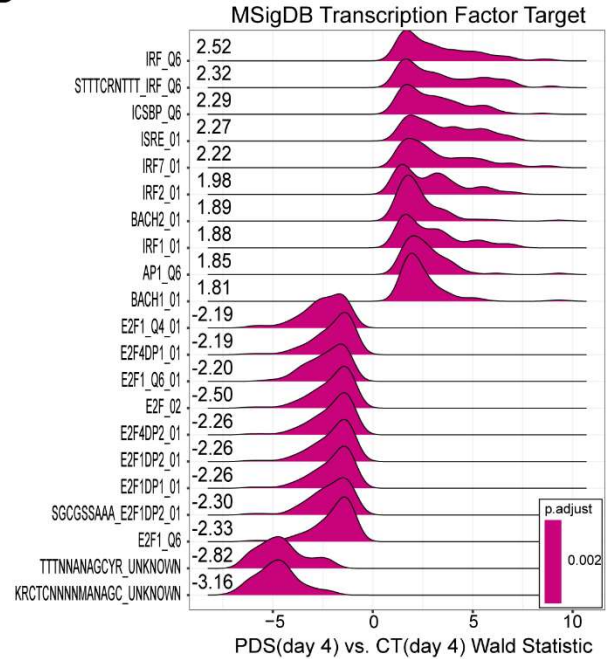

C

REACTOME: senescence associated secretory phenotype (SASP)

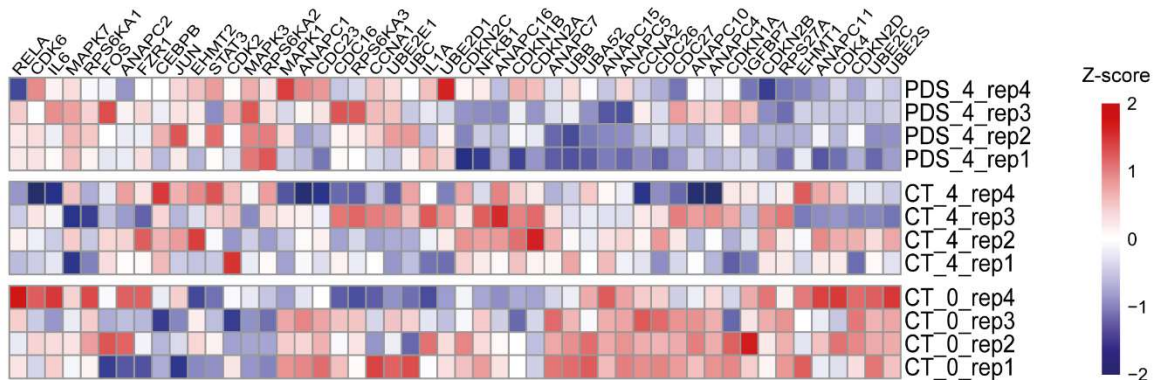

Figure S5. PDS (day 4) vs. CT (day 4) differentially expressed genes and enriched MsigDB genesets

A) Heatmap showing PDS (day 4) vs. CT (day 4) differentially expressed genes Z-scores (rows) for each sample (columns); **B)** Ridgeline plot showing Gene Set Enrichment Analysis (GSEA) results for PDS (day 4) vs. CT (day 4) differentially expressed genes in MsigDB Hallmark genesets. 

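Of the lists near the Hallmark sets of this plot that were not given elsewhere, 36 genes of the G2 and M phases had a median log2 fold change of -0.31 in PDS (day 4) against CT (day 4). All 36 lay below 0, but none passed limma over all genes and 2 did adjusted over the list alone (adjusted p = 2.55e-06 from camera, and adjusted p = 0.327 with an estimated correlation). The median was -0.68 in the NucleoSpin and 0.06 in the TRI Reagent libraries, so this fall was not seen in the TRI Reagent libraries. It was -0.53 without CT (day 4) replicate 4 and -0.16 in TPM as deposited. The TRI Reagent value depends on that replicate, whose mean log2 value against CT (day 0) was -0.97. Replicate 3 of CT (day 4) had -0.16, and the PDS (day 4) TRI Reagent libraries had -0.44 and -0.68. Estrogen receptor targets (30 genes) had a median of 0.06 and a mean of -0.03 and did not pass (adjusted p = 0.899). Hypoxia-induced genes (29 genes) had a median of 0.04 and did not pass (adjusted p = 0.631). Cholesterol synthesis genes (24 genes) had a median of 0.26 (adjusted p = 0.0459 from camera, and adjusted p = 0.504 with an estimated correlation), with -0.07 in the NucleoSpin and 0.60 in the TRI Reagent libraries, and did not pass at the preset without CT (day 0) replicate 1 or 3, CT (day 4) replicate 3 or 4 or PDS (day 4) replicate 3 or 4. No gene of the last 3 lists passed limma over all genes. Adjusted over the list alone, 2 estrogen targets were higher and 4 lower, 2 hypoxia genes were higher and 1 cholesterol gene was lower.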

For

each gene set, Normalized Enrichment Score is reported. Ridgelines show the Wald statistic (computed by DESeq2) value of enriched genes for each gene set. Fill color indicates the adjusted p-value of enrichment, as in legend; **C)** Heatmap showing Z-scores (column) for each sample (row) of genes belonging to “REACTOME: senescence associated secretory phenotype (SASP)” gene set (Normalized Enrichment Score: -3.23, adjusted p-value: 0.0129). **D)** Ridgeline plot showing Gene Set Enrichment Analysis (GSEA) results for PDS_t4 vs. CT_t4 differentially expressed genes in MsigDB Transcription Factor Target genesets. For each gene set, Normalized Enrichment Score is reported. Ridgelines show the Wald statistic (computed by DESeq2) value of enriched genes for each gene set. Fill color indicates the adjusted p-value of enrichment, as in legend.

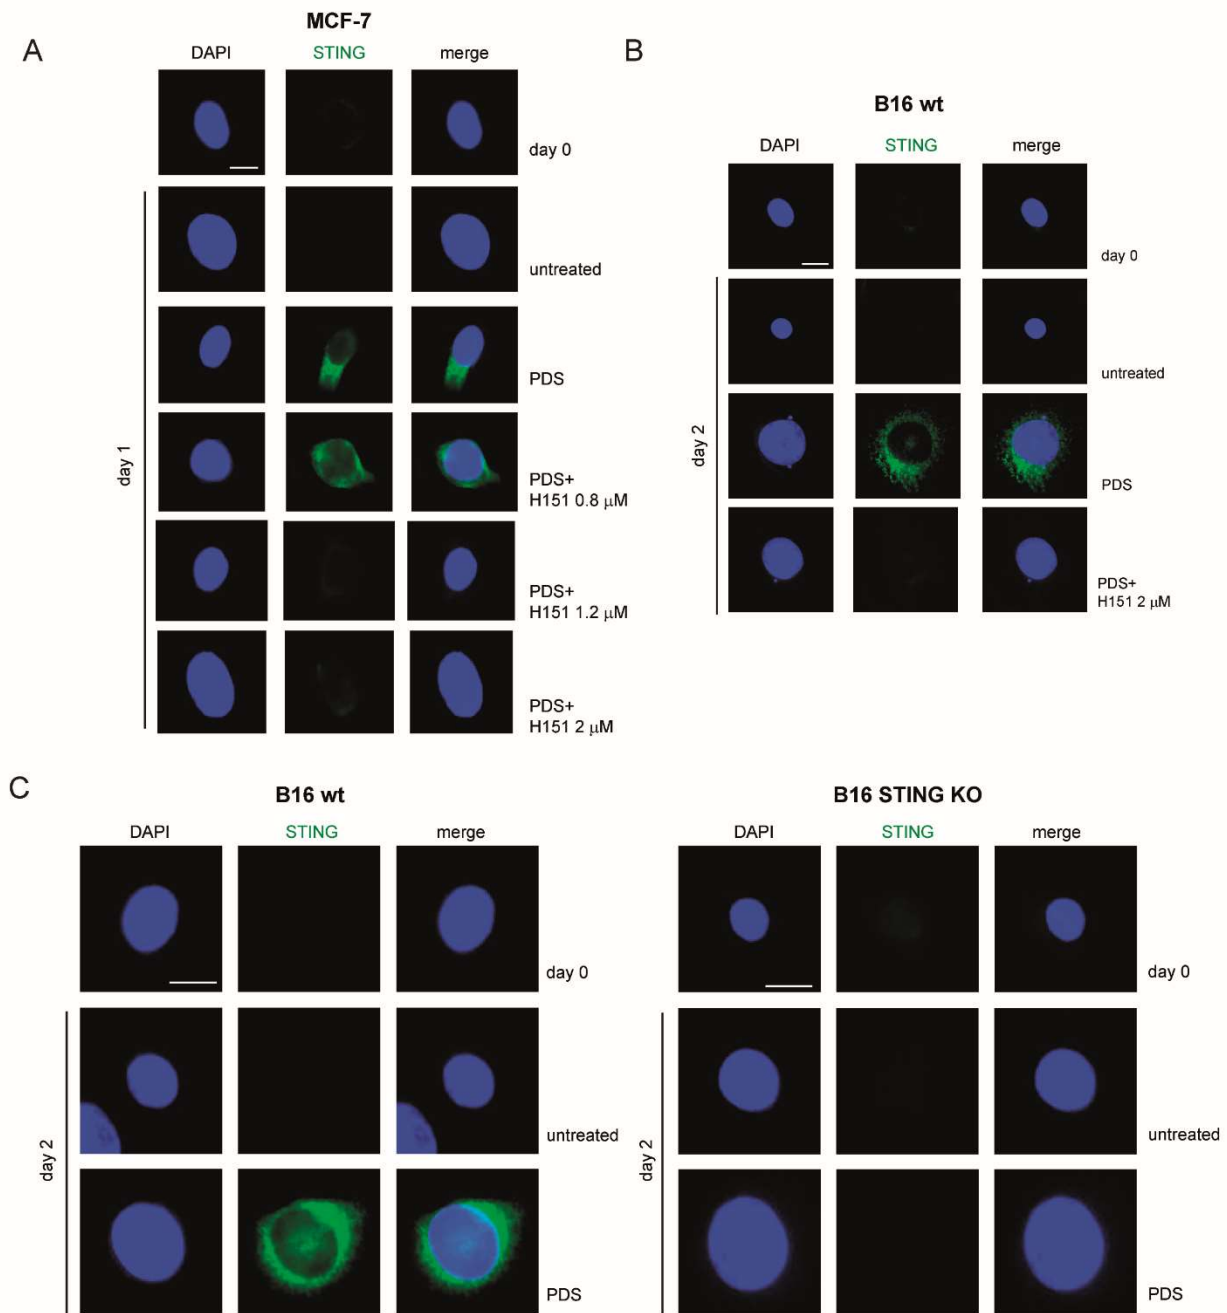

Figure S6. PDS promotes STING activation in MCF-7 and B16 wt and KO cell lines

A) Representative images of STING immunofluorescence assays in MCF-7 cells treated with PDS (10 μ M) and co-treated with PDS and H151 STING inhibitor at day 1. The assays showed that PDS promotes an evident perinuclear STING signal that is conceivable with the STING translocation in the Golgi apparatus necessary for its activation. Moreover, the PDS-induced STING signal is partially decreased (PDS+H151 0.8 μ M) and fully abolished (PDS + H151 2 μ M) by adding the selective STING inhibitor H151 in a dose dependent manner; **B)** Representative images of immunofluorescence assays in the murine melanoma B16 wt cell line at day 2. The STING perinuclear signal is induced by PDS (10 μ M) and suppressed by the H151 STING inhibitor (1.2 μ M) administration; **C)** STING immunofluorescence assay performed in B16 wt and CRISPR STING

gene knocked out (KO) B16 cell lines. PDS (10 μ M) at day 2 increases STING signal only in the B16 wt cell line and not in the KO one. Scale bar is 10 μ m.

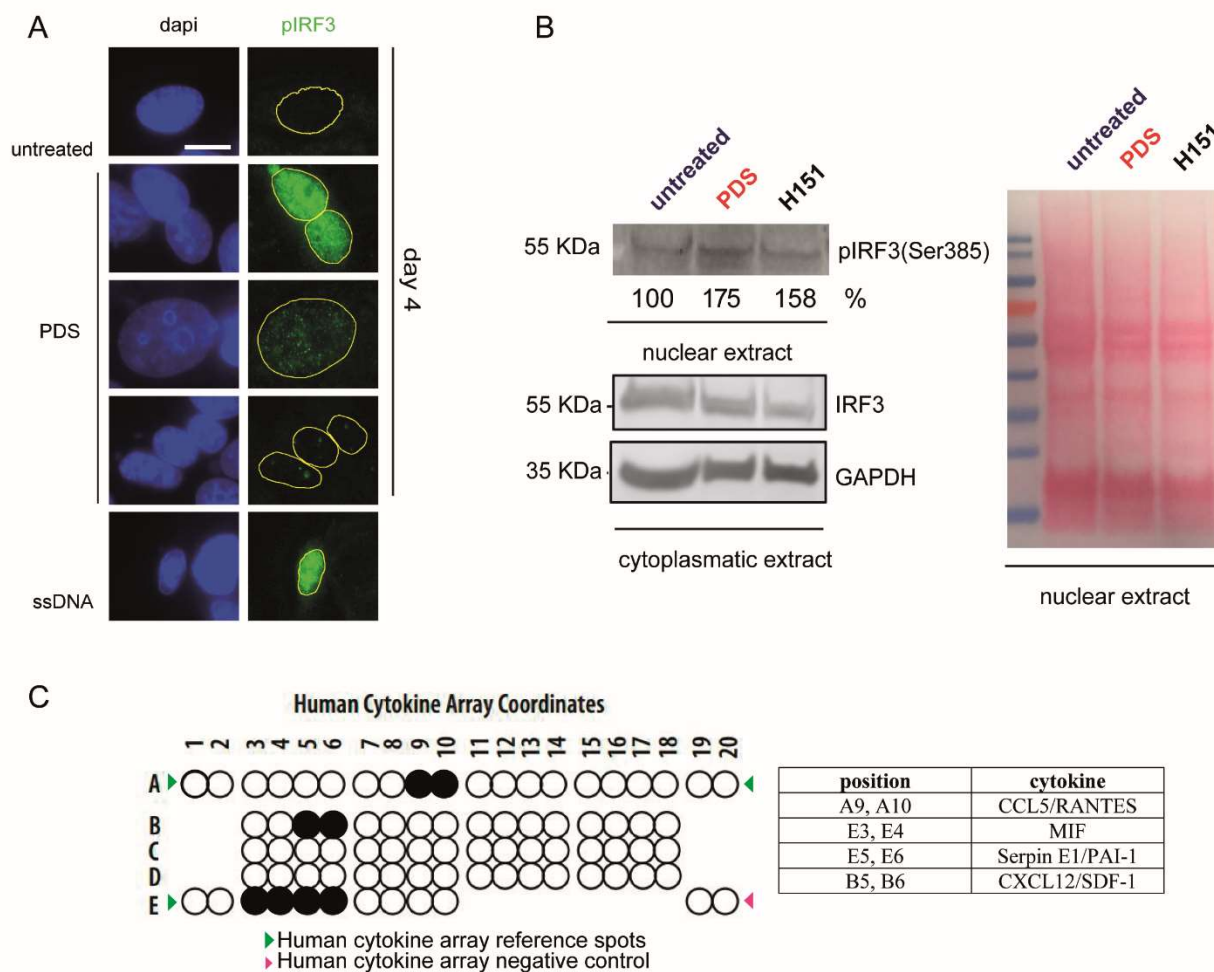

Figure S7. IRF3 phosphorylation by PDS in MCF-7 and human cytokine array scheme

A) Representative images of pIRF3 immunofluorescence assays in MCF-7 cells treated with PDS (10 μ M) or transfected with salmon sperm DNA (ssDNA) for 24 hours. The images represent the variety of patterns in cells treated with PDS or with ssDNA: from a more punctate pattern to a very high fluorescence covering most of the nucleus likely due to the merge of many foci into one large signal (especially in ssDNA). Scale bar is 10 μ m. **B)** pIRF3 western blot assay performed in MCF-7 shows that PDS (10 μ M) slightly increased the nuclear IRF3 phosphorylation detected by using an antibody that recognized the pIRF3 Ser385 phosphorylation. pIRF3 Ser385 band intensity quantification is reported as percentage (untreated = 100%, normalized on total IRF3). Cytoplasmic extracts have been used to evaluate the level of the not phosphorylated IRF3 form that is not influenced by PDS treatment. As loading control, we reported the Ponceau coloration for the nuclear protein (left) extract and the GAPDH level for the cytoplasmic one; **C)** Human cytokine array legend and positions. The black colored positions are the cytokines detected in both untreated- and PDS- treated arrays (Figure 6B in the main text) and listed in the table (right). Green and pink arrows indicate the array positive (reference spots) and negative controls, respectively.

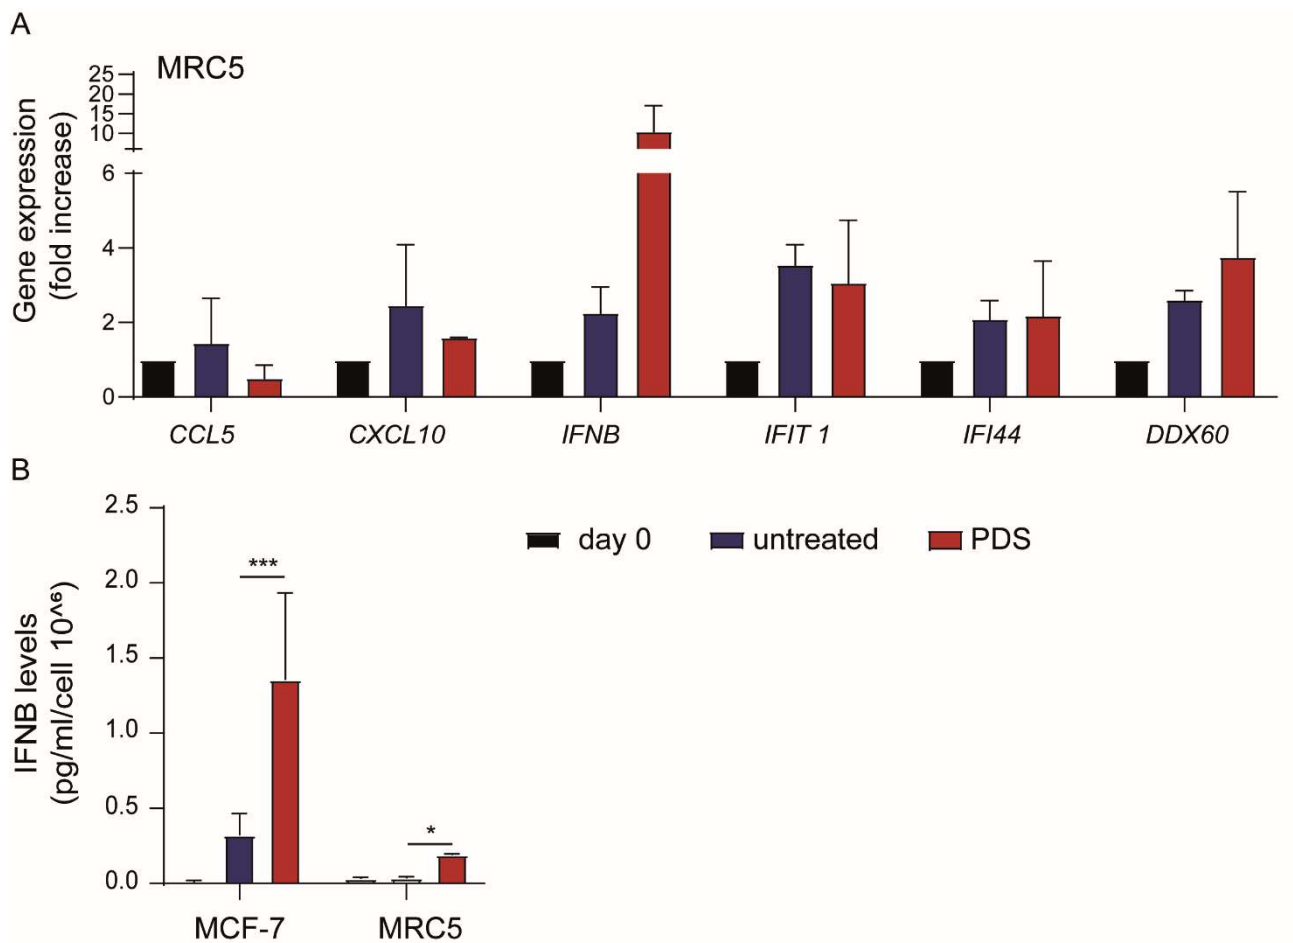

Figure S8. Immune gene expression and IFNB protein levels induced by PDS in normal human MRC5 cell line

A) Gene expression analysis (fold increase) of *CCL5*, *CXCL10*, *IFNB*, *IFIT1*, *IFI44* and *DDX60* in normal human MRC5 cells after PDS treatment (10 μ M, at day 3) detected by RT-qPCR. Data are means $\pm$ SEM of three biological replicates; **B)** IFNB levels (pg/ml/ 10^6 cells) detected in the MCF-7 and MRC5 cell culture medium after PDS treatment (10 μ M). Data show means $\pm$ SEM of three biological replicates and statistical significance was determined with paired *t*-test. *, *p*-value<0.05; **, *p*-value< 0.01; ***, *p*-value<0.001. Increased IFNB protein levels (pg/ml/ 10^6 cells) are promoted by PDS in normal human MRC5 cells but they are clearly at much lower levels if compared to those detected in MCF-7 cancer cells.

A

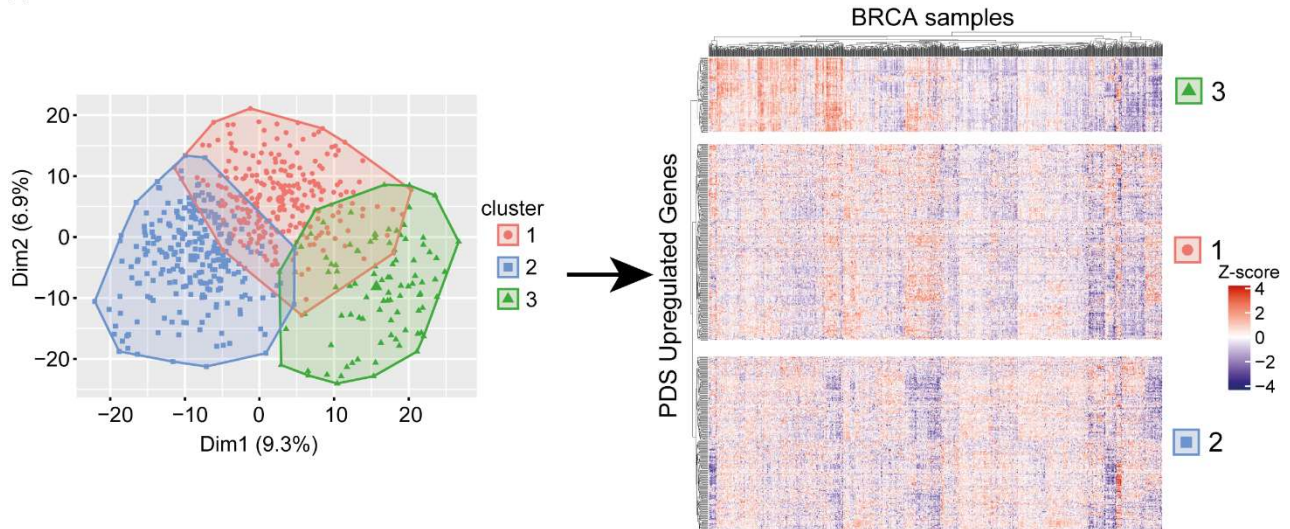

B

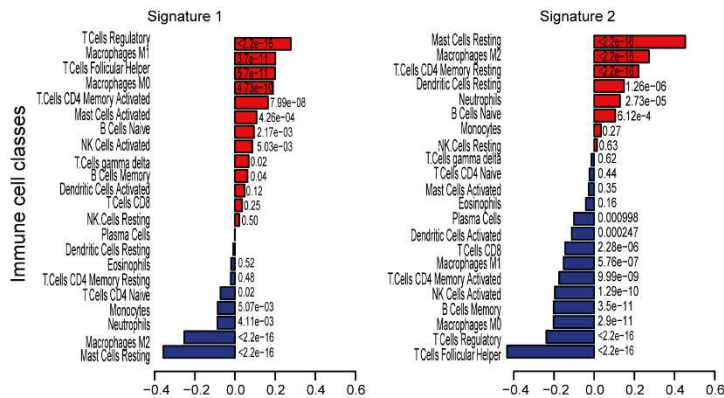

C

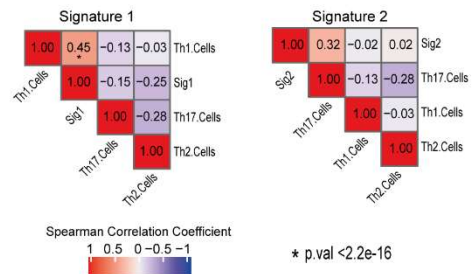

D

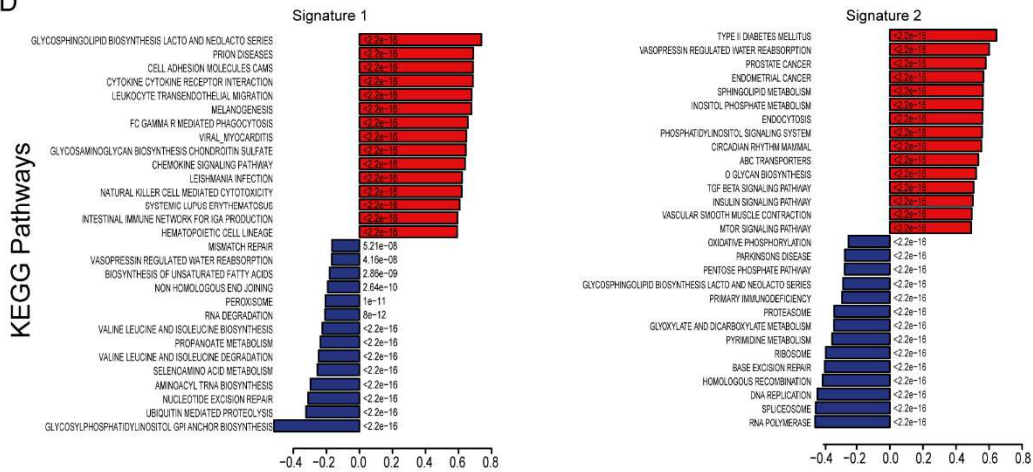

E

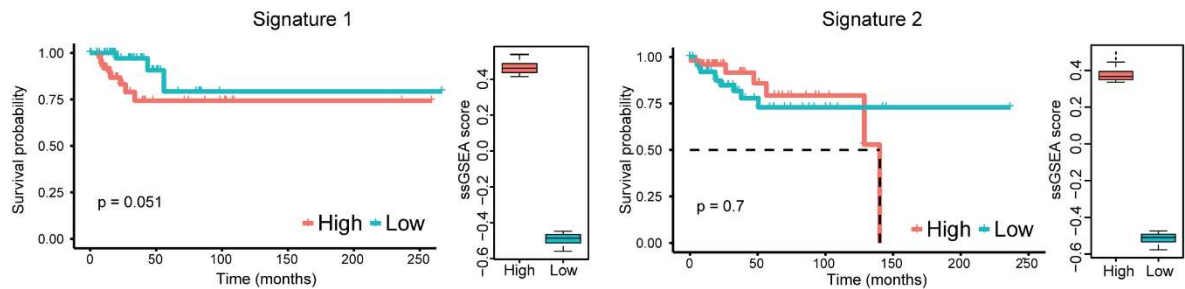

Figure S9 Gene expression data exploration of primary breast tumor samples from the GDC TCGA project using PDS upregulated gene signatures

A) Experimental design of gene signatures generation from PDS upregulated genes gene list. K-means clustering (left) of coexpressed genes in TCGA BRCA samples lead to the detection of three distinct gene clusters (right). Expression of PDS gene list were evaluated in all TCGA BRCA tumor samples; **B)** Barplots with Spearman correlation coefficient of ssGSEA Signature-1 and Signature-2 and Immune cells presence in TCGA BRCA tumor samples. Immune cells presence in tumor samples is computed with CIBERSORT. P-values are indicated inside the bars; **C)** Heatmaps showing Spearman correlation of ssGSEA Signature-1 and Signature-2 and Th1, Th2 and Th17 signatures in TCGA BRCA tumor samples. Correlation values are indicated inside each cell; **D)** Barplots with Spearman correlation coefficient of ssGSEA Signature-1 and Signature-2 and ssGSEA KEGG pathway scores in TCGA BRCA tumor samples. Only top 15 and bottom 15 pathways ranked by enrichment score are shown. P-values are indicated inside the bars; **E)** Survival plots of progression free interval (PFI) of TCGA BRCA tumor samples classes that show a high (red line and boxplot, 95th percentile) or a low (blue line and boxplot, 95th percentile) ssGSEA enrichment score for Signature-1 and Signature-2. P-value of log-rank test is reported in the survival plot. Boxplots show the difference between the two groups.

Table S1. Comparison of gene expression increase detected by RT-qPCR and RNA-seq in 6 immune genes in PDS (day 4) vs. CT (day 4) contrast

Gene	RT-qPCR<br>Fold change	RT-qPCR<br>Fold change<br>Standard Error	RT-qPCR<br>Fold change<br>p-value	RNA-seq<br>Fold change<br>(log2)	RNA-seq<br>Fold change<br>Standard Error	RNA-seq<br>Fold change<br>q-value
<i>IFI44</i>	7.93	0.16	0.0321	2.42	0.51	0.000183
<i>CXCL10</i>	7.23	0.10	0.0738	3.81	0.98	0.000118
<i>IFIT1</i>	5.24	0.13	0.0142	2.06	0.42	0.000109
<i>IFNB</i>	5.52	0.05	0.1326	2.16	0.39	0.000005
<i>DDX60</i>	3.94	0.19	0.0172	1.81	0.35	0.000047
<i>CCL5</i>	3.71	0.12	0.0036	1.39	0.28	0.000109

Table S2. Primers used in this work

**Human**		
Gene	Forward	Reverse
<i>IFNB</i>	AGTAGGCGACACTGTTCGTG	GCCTCCCATTCAATTGCCAC
<i>IFIT1</i>	AGGTTCTCCTTGCCCTGAA	AAAGCCCTATCTGGTGATGC
<i>DDX60</i>	CCCAGGGTCCAGGATTTTAT	GAACAGTTGCTGCCACTTGA
<i>IFI44</i>	AGCCTGTGAGGTCCAAGCTA	TTTGCTCAAAAGGCAAATCC
<i>CCL5</i>	CCTCCCCATATTCCTCGGAC	CACACTTGGCGGTTCTTTC
<i>CXCL10</i>	ACTGTACGCTGTACCTGCAT	TGATGGCCTTCGATTCTGGA
<i>CITB</i>	AACTTACTATCCGCCATCCCATAC	AGGGGTTGGCTAGGGTATAATTG
<i>HPRT</i>	TTGCTTTCCTTGGTCAAGCA	ATCCAACACTTCGTGGGGTC
**Mouse**		
Gene	Forward	Reverse
<i>CCL5</i>	TGCTCCAATCTTGCAGTCGT	TCTTCTCTGGGTTGGCACAC
<i>CXCL10</i>	CCAAGTGCTGCCGTCATTTT	AGCTTCCCTATGGCCCTCAT
<i>IFIT1</i>	TGCTCTGCTGAAAACCCAGA	AGGAACTGGACCTGCTCTGA
<i>CITB</i>	ACTGAGAAGCCCCCTCAAAT	ATTCCTTCATGTCGGACGAG

Table S3. Effect of BRCA1 and BRCA2 somatic mutations or copy number loss on Sig_3 enrichment in TCGA BRCA samples

BRCA1 status in TCGA-BRCA samples					
BRCA1 status	N. of samples	mean of Sig_3 NES	SD of Sig_3 NES	median of Sig_3 NES	wilcox.test p.val
Normal	941	0.0006	0.4967	-0.0240	-
Loss	85	-0.0220	0.5201	-0.1427	0.7337
Mutated	20	0.3179	0.4093	0.5301	0.0025
BRCA2 status in TCGA-BRCA samples					
BRCA2 status	N. of samples	mean of Sig_3 NES	SD of Sig_3 NES	median of Sig_3 NES	wilcox.test p.val
Normal	955	0.0047	0.4965	0.0350	-
Loss	77	0.0737	0.5059	0.1352	0.1640
Mutated	14	0.2749	0.5387	0.4319	0.0345

Loss: samples with *BRCA1/BRCA2* gene with focal CNV values smaller than -0.3 using Gistic2 software (see https://docs.gdc.cancer.gov/Data/Bioinformatics_Pipelines/CNV_Pipeline/).

Mutated: samples with *BRCA1/BRCA2* gene with nonsense, frameshift or missense damaging mutation detected using Mutect2 software (see https://docs.gdc.cancer.gov/Data/Bioinformatics_Pipelines/DNA_Seq_Variant_Calling_Pipeline).

How the deposited data were processed for this re-analysis (not part of the article)

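RNA of MCF-7 cells was sequenced in 12 libraries: 4 of untreated cells at day 0, 4 of untreated cells at day 4 and 4 of cells treated with 10 µM pyridostatin (PDS) for 24 h and collected at day 4. Replicates 1 and 2 of each group were extracted with NucleoSpin and replicates 3 and 4 with TRI Reagent. The authors checked reads with FastQC v0.11.9, trimmed them with Trimmomatic v0.32, aligned them to hg19 with HISAT2 and quantified genes with StringTie v2.0 and the Ensembl annotation GRCh37.87. They analysed them in R v4.0.0 with tximport v1.16.1, limma v3.44.3, DESeq2 v1.28.1 and fgsea v1.14.0, with gene sets of MSigDB 7.0. Coverage in the tables the authors deposited is the mean read depth per base of a gene. FPKM in these deposited tables is the number of fragments relative to gene length and library size. TPM as deposited by the authors adds up to 1000000 in each library. The tables list 57905 gene identifiers, and 12 to 20 entries per library repeat an identifier and were added up.

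Depth was taken as the most common ratio of coverage to FPKM among the genes of a library, since read counts were not used here. From 38.4 to 45.1% of the genes used lay at that ratio. The DESeq2 analysis of the paper, which needs counts, was not repeated. TPM was rescaled by the median of ratios, and genes with a TPM of at least 0.1 in at least 4 libraries were kept. On log2(TPM + 0.1), limma 3.58.1 in R 4.3.3 fitted the group and the kit over all 12 libraries, with trend and robust moderation, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The comparisons were PDS (day 4) with CT (day 4), and each of these with CT (day 0). The kits were compared by the kit term of the same fit. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation, with fgsea 1.28.0 and with fry. The target lists of IRF, NF-κB and STAT come from the study's Supplementary Data, and fgsea was their main test. For the 6 genes of Table S1 an exact permutation test was added. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 read the tables and drew the figures. The fit was tested on simulated data with 200 changed genes, all with a mean TPM of at least 1, and noise independent between genes.

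The genes named are those the paper names, the 10 largest rises and the 10 largest falls of each comparison (passing the test, with a mean TPM of at least 1 and no overlap of the groups after removal of the kit effect, without clone names and small non-coding RNAs), and up to 4 genes with the smallest p of each list. The Supplementary Data had been read before the rule and the gene lists were written. The lists hold interferon-stimulated genes, interferon genes, nucleic acid sensing, lymphocyte attraction, cytokines, MHC class I presentation, NF-κB targets, cytosolic and mitochondrial ribosome, respiratory chain genes of the nucleus and of mitochondrial DNA, histones, chromatin, DNA replication, G2 and M phases, p53 targets, 2 SASP lists, autophagy, unfolded protein response, estrogen targets, cholesterol synthesis, hypoxia, textbook genes with G-quadruplexes, stress genes, small non-coding RNAs, luminal, fibroblast and leukocyte markers, the 3 target lists and the study's leading-edge genes of its interferon alpha set. The list of mitochondrial DNA could not be tested, since its 13 genes are listed at 0.

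The fit above does not pair libraries. A pairing by replicate number was checked and used as an alternative, with the number as a term in place of the kit. Deviations from the group mean correlated with r = 0.503 to 0.871 between libraries of the same number, and with 0.44 to 0.759 between other libraries of the same kit. For deviations from the mean of each group and kit, r was 0.0896 to 0.531 for the same number and above 0.1 in 10 of 12 pairs. Libraries that share a group and kit are then mirror images of each other, so each r recurs in another pair. The 12 pairs are therefore not independent, and their count carries no test. Between other libraries of the same kit r was -0.531 to -0.0896, the same values with the sign reversed. The alternatives tried were other scalings, pseudocounts and filters, no kit term, removal of the kit effect before the fit, the replicate number as a term, only the 8 libraries compared, each kit alone, each library left out, limma without trend and robust moderation, library weights, other list tests, other inputs for the principal components and a split of the CT (day 0) libraries. RT-qPCR, immunofluorescence, ELISA, other cell lines and tumour data were left out, since no values for them are in the deposited tables.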

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

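The tests of the kit and of S phase for the lower ribosomal, respiratory chain and histone genes, and those of the kit, of leukocytes and of fibroblasts for interferon-stimulated genes in untreated cells, were chosen after the result was seen.

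In 18 of 396 groups of 4 libraries, 1 library lay far from the other 3. Chance alone does this in about 1 in 20 groups. On log2(TPM + 0.1) with the kit effect removed, these were in CT (day 0) PTPRH in replicate 1 (-1.74, others -0.15 to -0.06), SCUBE2 in replicate 1 (4.84, others 4.46 to 4.49), RPS25 in replicate 4 (8.97, others 9.27 to 9.30) and CYP1A1 in replicate 3 (1.83, above the others). In CT (day 4) they were OAS3 in replicate 2 (4.17), RPL3 and HMGB2 in replicate 4 (9.36 and 5.51) and RPS27A in replicate 3 (9.52). In PDS (day 4) they were IFIT3 and IFNL3 in replicate 3 (5.08 and 1.42) and RPS27A and IRF3 in replicate 2 (8.81 and 5.30). Among list scores, as mean log2 values against CT (day 0), they were hypoxia in CT (day 0) replicate 3 (-0.16), chromatin, the G2 and M phases and IRF targets in CT (day 4) replicate 4 (-0.45, -0.97 and 0.33), STAT targets in CT (day 4) replicate 2 (0.07) and fibroblast markers in PDS (day 4) replicate 4 (0.28).

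The effect of a comparison differed between the kits, by a test of the difference in limma, for few single genes. For PDS (day 4) against CT (day 4) these were the small RNA gene SCARNA12 (difference 4.25) and RP5-890O3.9 (-4.70), for CT (day 4) against CT (day 0) the ribosomal pseudogenes RPS2P46 (4.65) and RPS2P55 (3.72), and for PDS (day 4) against CT (day 0) RPS2P46 (4.98), RPS2P55 (4.43) and SCARNA12 (4.22). These genes were chosen after their values were seen. As lists, at the preset correlation, 10, 8 and 14 of 32 differed between the kits in these comparisons, and 0 with an estimated correlation (lowest adjusted p = 0.0821). For PDS (day 4) against CT (day 4) the median of TRI Reagent minus NucleoSpin was 0.749 for histones (adjusted p = 1.45e-22 from camera of limma), 0.528 for DNA replication (adjusted p = 1.97e-13) and 0.717 for the G2 and M phases (adjusted p = 3.14e-11). The size of these differences depends on single libraries. The list scores of CT (day 4) replicates 3 and 4 were -0.51 and 0.04 for histones, -0.40 and -0.73 for DNA replication and -0.16 and -0.97 for the G2 and M phases. For interferon-stimulated genes it was 0.471 in CT (day 4) against CT (day 0) (adjusted p = 4.21e-08) and 0.551 in PDS (day 4) against CT (day 0) (adjusted p = 1.4e-10).

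Genes outside those the paper discusses also changed between PDS (day 4) and CT (day 4). UCA1, PTPRH and CDRT1 rose by 3.57, 2.97 and 2.37 on the log2 scale, and IFNL3, IFNL1 and IFNL2 by 1.96, 1.73 and 2.104. PHGDH, SLC43A1, LYPD1 and LINC00052 had log2 fold changes of -2.16, -1.98, -1.69 and -1.61, and MND1, COL4A5, PSPH, SCUBE2 and GNB1L of -1.46, -1.41, -1.41, -1.39 and -1.37.

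The numbers of genes that passed are larger than in all other splits tried of the same libraries. This argues against chance where libraries are taken as unpaired, but does not exclude it. The smallest share that 35 splits can give is 1 of 35, and the other splits mix the real groups, which by itself lowers their counts. For PDS (day 4) against CT (day 4) 464 genes passed and at most 1 in the other 34 splits into 4 and 4, for CT (day 4) against CT (day 0) 418 and at most 3, and for PDS (day 4) against CT (day 0) 2038 and at most 1. For the kits 15135 passed, and at most 1 in the other splits drawn. Counting the real split, 1 of the 35 splits or 1 of the 100 drawn reached the real number in each case. If the replicate numbers pair the libraries, only 8 splits part as many pairs as the real one, too few for a share under 0.05. The highest other count among them was 1, 1 and 0 for the comparisons in the order above.

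The difference between the kits is the first pattern. Across 13656 genes it rose with the GC content of the exons (Spearman rho 0.853), and the median log2 difference was -1.56 in the genes with the lowest GC content (3414 genes) and 0.82 in those with the highest (3414 genes). Exon length had a rho of -0.178, which leaves length undecided. GC content is a candidate explanation for this pattern. The kit was not crossed with a sequencing or library batch in the labels, so kit and batch cannot be told apart, and no biological explanation was tested.

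The lower ribosomal, respiratory chain and histone genes with PDS are the second pattern. With each library's trend over length and GC content removed, the cytosolic ribosome, respiratory chain and histone lists kept at least 70.8% of their medians. The medians of these lists were at most -0.184 in either kit. For these lists this argues against length, GC content or the kit as the whole cause. The mitochondrial ribosome, which was not in this test, kept 53.4% of its median (-0.219 before and -0.117 after). For histones the correction covered 38 of 72 genes and decides nothing. Fewer cells in S phase stay open. The DNA replication list changed 0.0751 times as much as the histones in TRI Reagent libraries (-0.05 against -0.665) and by -0.634 against -1.463 in NucleoSpin libraries, and the 2 kits do not settle it. The TRI Reagent value depends on CT (day 4) replicates 3 and 4, whose DNA replication scores differ (-0.40 and -0.73). PDS treatment is the biological explanation that the design gives.

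The higher interferon-stimulated genes in untreated cells at day 4 are the third pattern. Without each of the 8 libraries in turn the median stayed at 0.838 or above, and the lower of the medians of the kits was 0.671, which argues against a single library or the kit as the cause. Leukocyte markers had a median of -0.147, with HBB at 0, PTPRC at most at 0.0611 TPM and LYZ at most at 0.114 TPM, which argues against RNA from leukocytes. CD74 reached 2.71 TPM and was taken out of this criterion after its level was seen, since breast cancer cells can express it. Fibroblast markers rose in the same comparison, with a median of 0.473 and all 7 above 0 (adjusted p = 0.0073 from camera of limma, but adjusted p = 0.13 with an estimated correlation, and a median of 0.275 without CT (day 0) replicate 1). Of 6 abundant fibroblast genes in CT (day 4), COL1A1 reached 2.97 TPM, COL3A1 0.588 TPM and LUM 0.328 TPM. COL1A2, SPARC and DCN reached at most 0.0464, 0.0124 and 0.0188 TPM. COL1A1 does not meet the bound set for excluding RNA from fibroblasts, so this stays open. Time in culture may explain the pattern, as a hypothesis that was not tested. The paper proposes a link to the slight rise of micronuclei that it counted in untreated cells, which RNA values cannot test. Its RT-qPCR also showed a rise of the genes it measured in untreated cells, smaller than with PDS.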

How the results depend on the processing

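The removal of the trend over length and GC content, alone or with the replicate number as a term, and the estimated correlation together with the replicate number were chosen after the results were seen.

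Of 243 named genes called in a comparison, 0 reversed under any alternative. The calls held for all 243 with the kit effect removed first and with the replicate number as a term. They held for 185 in TPM as deposited and for 42 without a kit term. Each group holds both kits equally, so these 2 settings, no kit term and only the 8 libraries compared leave fold changes as they are. No reversal was possible there. Removing the kit effect first also lowers standard errors (IFI44 from 0.40 to 0.381), so its calls are no separate support. For the 96 list tests, 94 kept direction and side of the threshold with the replicate number as a term and 57 with an estimated correlation. Counts below are genes higher and lower, in the order PDS (day 4) against CT (day 4), CT (day 4) against CT (day 0) and PDS (day 4) against CT (day 0), where they moved by more than 1.5 times. Apart from settings with fewer genes or libraries, the cause was not tested.

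TPM as deposited gave 61 lower in the first, 120 and 73 in the second and 213 lower in the third, and 412 and 14885 for the kits. Quantile normalization gave 700 lower in the third, autophagy in CT (day 4) passed (adjusted p = 0.000512), and the cytosolic ribosome there turned higher (adjusted p = 0.000136). Without a filter there were 132 lower in the first and 116 and 114 in the second, 30 interferon-stimulated genes rose in the first, 3 of the 6 genes of Table S1 passed, and the secreted SASP list passed (adjusted p = 0.0223). With a TPM of at least 1 in 4 libraries autophagy in CT (day 4) passed (adjusted p = 0.0301). Without a kit term the counts were 12 and 2, 0 and 0, and 115 and 25, interferon-stimulated genes that rose were 3, 0 and 35, 0 of the 6 genes passed, and STAT targets had a score of 1.245. With the kit effect removed first the counts were 440 and 487 in the first and 389 and 456 in the second. The replicate number as a term gave 372 lower in the first, 314 and 364 in the second, and 36 interferon-stimulated genes there. With only the 8 libraries compared there were 134 lower in the first, 63 and 68 in the second, and 11 interferon-stimulated genes there.

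In NucleoSpin libraries alone 147 were higher in the first and 1 and 1 in the second, interferon-stimulated genes that rose were 30 and 0, 2 of the 6 genes passed, the Reactome SASP list passed as lower (adjusted p = 0.0363), cholesterol synthesis turned lower (adjusted p = 0.129), and STAT targets had 1.302. In TRI Reagent libraries alone the counts were 1 and 2, 6 and 3, and 57 and 12, interferon-stimulated genes that rose were 0, 1 and 28, 0 of the 6 genes passed, and chromatin (adjusted p = 0.0913) and autophagy (adjusted p = 0.0799) did not pass in the first. limma without trend and robust moderation gave 81 lower and 29 interferon-stimulated genes in the first, 133 and 77 in the second and 730 lower in the third. Library weights gave 553 and 614 in the first and 1291 and 2089 in the third.

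With the trend over length and GC content removed, the counts were 592 and 481, 630 and 694, and 1559 higher in the third, 39 interferon-stimulated genes rose in the second, 4101 genes were lower for the kits, and small non-coding RNAs turned lower in the first (adjusted p = 0.898). With the replicate number as well they were 714 and 633, 734 and 824, and 1749 and 1948, with 41 interferon-stimulated genes in the second, autophagy there passing (adjusted p = 0.0385) and small non-coding RNAs lower (adjusted p = 0.878).

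With an estimated correlation 39 of the 96 list tests no longer passed, and with the replicate number as well 49. Among those lost with an estimated correlation were in the first comparison the mitochondrial ribosome (0.111), respiratory chain (0.0779), histones (0.0525), chromatin (0.101), autophagy (0.101), NF-κB targets (0.101), MHC class I presentation (0.088), p53 targets (0.111), DNA replication (0.154), the G2 and M phases (0.327) and STAT targets (0.504, which passed by fgsea), and in the second interferon-stimulated genes (0.13), interferon genes (0.13), mitochondrial ribosome (0.13), respiratory chain (0.183), DNA replication (0.145), the G2 and M phases (0.388), cholesterol synthesis (0.259) and IRF targets (0.145). With the replicate number as well, those lost included in the first interferon-stimulated genes (0.0549), lymphocyte attraction (0.058), the cytosolic ribosome (0.0579), mitochondrial ribosome (0.249), respiratory chain (0.109), histones (0.0884), chromatin (0.223) and autophagy (0.109), and in the second the interferon-stimulated genes (0.226). By fgsea the Reactome SASP list (0.0457) and autophagy in CT (day 4) (0.0257) passed, by fry without direction these (0.00057 and 0.0243) and the secreted SASP list (1.51e-07), and by camera STAT targets did not (0.336). The first and second principal components held 54.2 and 12.2% without removal of the kit effect and 20.0 and 15.7% with all tested genes. With the CT (day 0) libraries split, 26, 11, 7 and 16 genes were higher in both comparisons and 21, 16, 10 and 19 lower.

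Leaving out 1 library at a time, the first comparison had 101 to 296 higher and 55 to 270 lower genes (lowest without PDS (day 4) replicate 1), the second 72 (without CT (day 0) replicate 3) to 178 and 78 (without CT (day 4) replicate 1) to 198, and the third 436 (without PDS (day 4) replicate 2) to 898 and 560 (without PDS (day 4) replicate 1) to 1495. Interferon-stimulated genes that rose were 24 (without CT (day 4) replicate 2) to 52 in the first and 12 (without CT (day 0) replicate 3) to 22 in the second. Autophagy had an adjusted p of 0.00228 to 0.0553 (without PDS (day 4) replicate 2), the secreted SASP list of 0.0358 (without CT (day 4) replicate 4) to 0.348, STAT targets a score of 1.315 (without PDS (day 4) replicate 3) to 1.631, and 1 (without PDS (day 4) replicate 2) to 5 of the 6 genes passed. At the depth given, 1 read pair on 1 kb is up to 0.0478 TPM, which limits genes such as CXCL10.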

Differences from the paper's values

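The removal of the trend over length and GC content, and the ratio of mean TPM for CXCL10, were chosen after the values were seen. The paper tested counts with DESeq2 at an adjusted p under 0.05, and limma on TPM was used here at the same threshold.

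For CT (day 4) against CT (day 0) 418 genes passed, and the paper gives 1643. None of the 14 alternatives set before the data were examined (0 to 845 genes) and none of the 12 fits without 1 library come within 1.5 times of it. Removal of the trend over length and GC content, chosen after seeing the values, does so alone (1324 genes) and with the replicate number as a term (1558), and how many of the paper's called genes these settings drop was not counted, since the copies at hand of its tables for the 3 comparisons are cut off. Of the 418, 201 were higher and 217 lower, and the paper's Supplementary Figure S4A shows about 780 and about 860, read by eye. None of those 14 alternatives or 12 fits come within 1.5 times of these either, whereas removal of the trend over length and GC content, chosen after seeing the values, does so (630 and 694, and 734 and 824 with the replicate number as a term, with the genes dropped again not counted).

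For PDS (day 4) against CT (day 0) 2038 genes passed, and the paper gives 3444. Removal of the kit effect first, the replicate number as a term, only NucleoSpin libraries, library weights and the fit without CT (day 4) replicate 3 come within 1.5 times of it, and the other 10 alternatives set before the data were examined and 11 fits without 1 library do not. Of these, 787 were higher and 1251 lower, and the paper's Supplementary Figure S4B shows about 1400 and about 2100, read by eye. For the higher genes, removal of the kit effect first, the replicate number as a term and library weights come within 1.5 times, and the other 11 and the 12 fits without 1 library do not. For the lower genes the same settings as for the total do, and the others of those set before the data were examined do not. Removal of the trend over length and GC content, chosen after seeing the values and with the genes it drops not counted, comes within 1.5 times for the total (3214), the higher (1559) and the lower genes (1655), and so it does with the replicate number as a term (3697, 1749 and 1948).

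For PDS (day 4) against CT (day 4) 242 genes were higher and 222 lower, and the paper gives 727 and 872. Of the alternatives set before the data were examined, only library weights (553 and 614) come within 1.5 times, and the other 13 and the 12 fits without 1 library do not. Removal of the trend over length and GC content, chosen after seeing the values and with the genes it drops not counted, comes within 1.5 times for the higher genes but not for the lower (592 and 481), and for both with the replicate number as a term (714 and 633). The copy at hand of the paper's table, Supplementary Data SD5, is cut off after its first 1472 genes, fewer than the paper's total, so no overlap with it is given.

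CXCL10 had a log2 fold change of 1.18 (standard error 0.29) and did not pass (adjusted p = 0.0622 from limma), and the paper's Table S1 gives 3.81 with a standard error of 0.98 and a q under its threshold. None of the 13 alternatives set before the data were examined that keep the gene (0.224 to 1.251) and none of the 12 fits without 1 library (0.967 to 1.379) reach it. CXCL10 passed with the kit effect removed first (adjusted p = 0.0286), with limma without trend and robust moderation (adjusted p = 0.0379) and with library weights (adjusted p = 0.0383), all set before the data were examined, and with the trend over length and GC content removed and the replicate number as a term (adjusted p = 0.0424), chosen after seeing the values and with the genes it drops not counted. The gene is listed at 0 in 2 of 4 CT (day 4) libraries, so a log2 fold change with a pseudocount understates its change, and these settings do not exclude the paper's value. On the mean TPM, a scale chosen after seeing the values and without a test, the log2 ratio is 2.8, slightly more than 1 of the paper's standard errors below its value. The other 5 genes of that table passed here, with fold changes within the paper's standard error. Of the alternatives set before the data were examined, pseudocounts of 0.5 and 1 put IFI44 (1.77 and 1.42) and IFNB1 (1.15 and 0.80) outside it, a pseudocount of 1 CCL5 (1.09), and quantile normalization (1.71) and only NucleoSpin libraries (1.69) IFNB1. So do the fits without CT (day 4) replicate 3 for IFIT1 (2.55) and DDX60 (2.26), and without CT (day 4) replicate 2, PDS (day 4) replicate 3 or PDS (day 4) replicate 4 for IFNB1 (1.68 to 1.74).

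The paper reports the Reactome SASP set as lower with PDS. The whole set was not tested here, so the values below concern parts of it or other lists and do not decide its result. Here, its genes that are not histones had a median of -0.01 and did not pass (adjusted p = 0.177 from camera of limma), but did as a lower list with fgsea (0.0457), and the secreted factors did not pass (adjusted p = 0.115). The 72 histone genes of the HIST clusters, a list that is not the same as the histones of that set, were lower at the preset (adjusted p = 4.57e-51), but not with an estimated correlation (adjusted p = 0.0525, and 0.0884 with the replicate number as a term as well). The paper's table of Hallmark sets has hypoxia and early estrogen response as higher and the unfolded protein response as lower with PDS. The lists used here are not these sets but may share genes with them, and the overlap was not counted. Hypoxia (median 0.04, adjusted p = 0.631 from camera of limma) and estrogen targets (median 0.06, adjusted p = 0.899) did not pass, and the unfolded protein response had a median of 0.20 and did not pass (adjusted p = 0.0509). For p53 targets, higher in the paper's table, the list was also higher at the preset (adjusted p = 5.68e-05), but not with an estimated correlation (adjusted p = 0.111).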

Other observations

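The test of the size of change by G-quadruplex motif was chosen after the other result on motifs was seen. The other tests here were set down before their results were seen, but the genes that prompted the last 3 were chosen after their values were seen.

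Some lists belong to no claim. Between PDS (day 4) and CT (day 4), textbook genes with G-quadruplexes had a median log2 fold change of 0.00 (21 genes, adjusted p = 0.668 from camera of limma), luminal markers of -0.01 (16 genes, adjusted p = 0.678), fibroblast markers of -0.01 (7 genes, adjusted p = 0.631) and leukocyte markers of 0.18 (10 genes, adjusted p = 0.273). TPM as deposited put the first 3 medians at 0.15, 0.14 and 0.14, near the shift of all genes, and quantile normalization at 0.09, 0.21 and -0.10. Against CT (day 0), fibroblast markers were higher in untreated cells, with a median of 0.473 and all 7 above 0 (adjusted p = 0.0073 from camera of limma, but adjusted p = 0.13 with an estimated correlation), and a median of 0.275 without CT (day 0) replicate 1. With PDS the median was 0.311 (adjusted p = 0.0461, and adjusted p = 0.106 with an estimated correlation), and this list did not pass in TPM as deposited, after quantile normalization, without any 1 of the CT (day 0) replicates 1 to 3, the PDS (day 4) replicates 1 to 3 and the CT (day 4) replicates 1, 3 and 4, or in some other settings. The medians in the NucleoSpin and TRI Reagent libraries were 0.545 and 0.214 in untreated cells and 0.467 and 0.419 with PDS. No gene of the list passed limma over all genes, and 2 were higher in untreated cells adjusted over the list alone. Small non-coding RNAs had a median of 0.16 (2380 genes, 6 that rose and 1 that fell, adjusted p = 0.0234, and adjusted p = 0.249 with an estimated correlation), and did not pass at the preset without CT (day 4) replicate 2 or PDS (day 4) replicate 1.

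PDS binds G-quadruplexes, so genes with such a motif near their start might change more. Of 13656 genes, 68.1% had a motif within 1 kb. Over 5 bins of GC content the mean difference in median log2 fold change between genes with and without a motif was 0.00696, and of the genes that rose or fell 68.8 and 54.6% had a motif. Genes go both ways, so this signed difference does not settle the question. In size of the moderated t of limma the mean difference was -0.0441 (standard error 0.0535), with a higher size for genes with a motif in 1 of 5 bins, and the spread between bins leaves the question open.

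NQO1 fell in untreated cells by day 4, and lower activity of the transcription factor NRF2 may explain it. Another 27 NRF2 targets had a median log2 fold change of -0.496 in CT (day 4) against CT (day 0), with 23 below 0 and 9 that fell (adjusted p = 1.96e-09 from camera of limma, p = 0.00046 with an estimated correlation). The medians were -0.508 in NucleoSpin and -0.364 in TRI Reagent libraries.

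PHGDH, PSPH and SLC43A1 are lower with PDS than in untreated cells at day 4, and a weaker amino acid response through ATF4 may explain it. Another 27 targets had a median of -0.436 in PDS (day 4) against CT (day 4), with 5 that fell (p = 0.0181 with an estimated correlation), and of 0.383 in CT (day 4) against CT (day 0) (p = 0.0164 with an estimated correlation).

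ACTG2 and TAGLN fell in untreated cells, and lower activity of SRF may explain it. Another 21 SRF targets had a median of -0.202 (adjusted p = 0.0269 from camera of limma, but p = 0.337 with an estimated correlation), with -0.0432 in NucleoSpin and -0.327 in TRI Reagent libraries, so the evidence is weak.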
